# Spatial Cell Atlas of Lateral Septum Reveals Changes Underlying Anxiety and Fear Learning Deficits in Mice with Abnormal Immunity

**DOI:** 10.7150/ijbs.117249

**Published:** 2025-10-01

**Authors:** Yian Wang, Wenxia Gao, Xueyan Yang, Zirui Liu, Hisham Al-Ward, Orion R Fan, Yiming Shao, Liqiang Zhou, Bo Jing, Qianxiang Wu, Wenmin Zhu, Wei Chen, Yi Eve Sun

**Keywords:** Lateral septum (LS), anxiety and fear, immune-imbalance, single-nucleus RNA sequencing (snRNA-seq), estrogen receptor 1 (*Esr1*), three-dimensional atlas.

## Abstract

The lateral septum (LS) regulates affective-cognitive processes and is dysregulated in human psychiatric disorders. Its functional complexity stems from heterogeneous connectivities and neuronal subtype compositions across anatomical subregions. Comprehensive understanding of LS function has been hindered by the lack of a three-dimensional (3D) neuronal atlas. Moreover, the association between peripheral immune disturbances and psychiatric disorders underscores the necessity to investigate potential 3D LS neuronal heterogeneities across distinct immunological states. This study employed single-nucleus RNA sequencing to analyze LS differences in C57J, BALB/c, and nude mice with distinct immune contexts (i.e., immunocompetent, enhanced Th2 reactivity, and T-cell deficiency, respectively), and identified global alterations in non-neuronal cells alongside with neuron-specific changes. Through combining publicly available multiplexed error-robust fluorescence *in situ* hybridization (MERFISH) data with neural circuit tracing, this study further constructed a 3D neuronal atlas of the entire LS with their projection connectivities. Notably, an *Esr1*-positive neuronal subpopulation distributed in the ventral LS exhibited potential responsiveness to changes in peripheral immunity and may participate in anxiety regulation. Furthermore, the dorsal LS demonstrated heterogeneity in fear memory regulation associated with T cell homeostasis. These findings underscore the critical role of immune-neural crosstalk in emotional regulation while shedding light on potential therapeutic targets for emotion-related disorders linked to T-cell homeostatic disturbances.

## Introduction

The septum serves as a critical hub in the limbic system, regulating emotional responses, social functions, and reproductive behaviors^1^,^2^. In mice, the septum is primarily divided into the medial septum (MS) and lateral septum (LS). In primates, the septum exhibits a higher degree of cortical connectivity specialization^3^,^4^, reflecting its evolutionary expansion from supporting basic survival mechanisms to enabling complex social adaptation. Among these subregions, the LS functions as an integration hub for emotion-motivation processing and is closely linked to human neuropsychiatric disorders such as anxiety, bipolar disorder, autism spectrum disorders, schizophrenia, and post-traumatic stress disorder (PTSD)^5^. Investigating the evolutionary conservation of emotional circuits in mice provides a critical foundation for deciphering complex human emotional networks and developing therapeutic interventions.

The regulation of emotional responses mediated by the LS in mice exhibits significant heterogeneity, closely linked to its complex structural organization^6^. Initially, based on anatomical morphology, and Nissl staining, the LS was simply divided into dorsal (LSd), intermediate (LSi), and ventral (LSv) subregions^7^. This classification provided the earliest spatial framework and served as the foundation for all subsequent studies. However, this approach showed weak correlation with functional regulation. Immunohistochemical detection of various neuropeptides later revealed cellular heterogeneity and more detailed identification of the rostral LS (LSr) along with medial-lateral subdivisions^8^. Nevertheless, accumulating evidence demonstrated that neurons expressing the same neuropeptide (e.g., somatostatin (SST)) exhibit distinct spatial and functional heterogeneity^9^, thereby hindering precise functional and projection analyses of specific neuronal subpopulations. Recent studies have begun applying single-nucleus RNA sequencing (snRNA-seq) to more precisely define neuronal subpopulations^5^,^10^-^12^, yet spatial information has remained limited, particularly within a three-dimensional spatial framework.

The suppression of anxiety and fear was initially recognized as one of the key functions of the LS. Lesions or reversible inactivation of the septum (including MS and LS) led to a phenotype called “septal rage”, characterized by an exaggerated defensive response to non-threatening stimuli^13^. Activation of SST-positive neurons in the LSd exhibited anti-anxiety functions^14^,^15^. Whereas, in LSi, projections from corticotropin-releasing hormone receptor 2 (CRHR2) neurons to anterior hypothalamic nucleus (AHN) mediated anxiety potentiation^13^. Furthermore, the LSv exhibited even greater heterogeneity in anxiety regulation upon receiving projection input^6^. Although fear and anxiety share overlapping circuit mechanisms^16^, studies that associated fear with the LS have primarily focused on the ​LSd. Projections from ​dorsal CA1 (CA1.d) and the ​subiculum nucleus to the ​medial LSd enhanced fear, while projections from dorsal CA3 (CA3.d) inhibited fear^6^. These observations indicated that the regulation of anxiety/fear by the LS involves ​region-specific, neuron subtype-specific, and projection-specific mechanisms.

Compared to state anxiety, trait anxiety manifests as persistent and pathological, typically reflecting stable alterations in neural circuit composition or signaling intensity^17^,^18^. However, it is surprisingly notable that the state of the peripheral circulating system is also intricately linked to trait anxiety regulation. Originally, research found that immunodeficient mice had developmental deficits in neural synapses and exhibited anxiety or depressive behavior^19^, which was also confirmed in T cell knockout mice^20^,^21^. BALB/c mice have also been described as having increased anxiety, which has sparked interest in mechanistic investigation of T helper 2 cell (Th2)-skewed anxiety, as the Th2 response and CD4-T cell count in BALB/c mice is abnormally higher than that in wildtype C57J mice^22^-^24^. Patients with Th2 driven atopic dermatitis and asthma typically exhibit a higher incidence of anxiety, and their Th2 proportion is higher compared to patients with the same underlying disease but without trait anxiety^25^,^26^. Additionally, anxiety patients with 22q11.2 deficiency syndrome (thymic hypoplasia) exhibit an increased number of CD4-T cells^27^,^28^. Similarly, peripheral immune disturbances have been shown to be highly correlated with fear memory^29^. Although these data can demonstrate the relationship between peripheral immunity and emotion regulation, the understanding of how immune deficiency or Th2 enhancement changes neural circuits is still insufficient.

In this study, snRNA-seq was performed on the LS of wildtype C57J, BALB/c, and nude mice with distinct immune backgrounds, comparative analyses were conducted between non-neuronal and neuronal populations. Based on neuronal subpopulation transcriptomic signatures, tissue sections spanning the medial-lateral (X)-, rostral-caudal (Y)-, and dorsal-ventral (Z)-axes, encompassing the entire LS, were selected to spatially map these subpopulations in three spatial dimensions and differences in their respective circuit projection networks were investigated. Additionally, the evolutionary conservation between humans and mice was explored. Our findings revealed a specific neuronal subpopulation within the LSv that likely regulates anxiety-like behaviors and exhibits potential sensitivity to perturbations in immune and hormone states. Furthermore, a potential regulatory role of dorsal neuron populations in fear memory was identified. This work not only established a spatial neuronal atlas of the entire LS, but also provided novel insights that will inform future therapeutic strategies for emotional disorders via peripheral interventions.

## Results

### Increased anxiety and associated myelin deficiency in nude and BALB/c mice

In open-field assays, both nude mice (T-cell deficient from BALB/c background) and BALB/c mice (Th2 enhancement) exhibited reduced ambulatory distance in the central area of the open field without impaired motor ability (Fig. 1A). The same anxiety-related phenotype was also observed in the elevated plus maze test (Fig. 1B). Similar to previous research findings^22^, these results suggest a potential role of T-cell homeostasis in regulating anxiety. 

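Single-nucleus RNA sequencing counts, for each nucleus and gene, the RNA molecules that carry distinct unique molecular identifiers (UMIs). LS tissues of 3 male mice were pooled in each of 4 libraries, of which 2 were from C57J mice (C57J 1 and C57J 2), 1 from nude mice and 1 from BALB/c mice. The nude mice are Foxn1 knockout descendants of the BALB/c strain, so the nude and BALB/c libraries share a strain background. C57J 1 belonged to sequencing batch 1, whereas C57J 2, nude and BALB/c belonged to batch 2. The authors aligned the reads to mm10 with Cell Ranger and deposited raw UMI counts of every annotated gene for the barcodes it had called as nuclei, without normalization. The C57J 1, C57J 2, nude and BALB/c libraries held 102939576, 72912922, 82169638 and 125998527 UMIs in 17025, 14092, 14697 and 12558 barcodes, respectively. The median depth was 5081, 4429, 4883 and 8836 UMIs per barcode in the same order, so the BALB/c library was the deepest. Nuclei outside the paper's quality limits and predicted doublets were removed here, which left 13075, 12489, 12948 and 10913 nuclei. Nuclei were clustered with the Leiden algorithm at resolution 1 on 40 principal components of 3000 variable genes, with the 6 nearest neighbours of each nucleus taken from every library. From the genes used for clustering, 86 genes that differed between the strain backgrounds in several cell classes and 146 genes whose level was itself a result were left out. Clusters were named by the marker genes that the paper gives for each class. For gene expression, UMIs were summed per library over the nuclei of a class, and the 2 C57J libraries were compared with the 2 libraries of BALB/c background (nude and BALB/c) by edgeR's quasi-likelihood test on TMM-normalized counts. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5, the limits of the paper, which tested single nuclei with the Wilcoxon rank-sum test. Nude and BALB/c mice are represented by 1 library each, so neither has replicates and no p is given for either alone. An exact permutation test of 2 libraries against 2 cannot reach a p below 0.05, and the libraries of 2 groups of this size are fully separated by chance for 16.7% of genes in each direction. Shares of nuclei are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only, and expression levels are given in CPM, the UMIs of a gene scaled to the total UMIs of the class in the library.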

To investigate potential perturbations in the lateral septum (LS) under distinct immune backgrounds, intact LS tissues were collected from C57J, BALB/c, and nude mice, followed by nuclei extraction via high-speed gradient centrifugation and subsequent sequencing. During data analysis, published single-nucleus RNA sequencing (snRNA-seq) dataset of LS from C57J mice was incorporated for sensitivity validation of cellular subpopulation identification (Fig. 1C)^10^. 

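At resolution 1 the 4 libraries formed 42 clusters, and at the paper's resolution of 2 they formed 59. The smallest of the 42 held 1 nucleus each, all from nude. LS neurons made up 43.97% of the nuclei of C57J 1, 41.2% of C57J 2, 50.7% of nude and 42.7% of BALB/c. Astrocytes made up 15.8%, 15.3%, 14.0% and 17.0% of all nuclei in the same order, and OLs 9.66%, 11.4%, 8.75% and 14.1%. Nuclei in clusters that no marker list could name ranged from 0.942% in nude to 1.43% in C57J 1.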

Uniform Manifold Approximation and Projection (UMAP) revealed 41 transcriptionally distinct clusters, which were categorized into the following 8 major cell classes based on canonical marker gene expressions (Fig. 1D, E; Fig. S1A). To enhance the effectiveness of sensitivity analysis, the preference differences were identified between our sequencing data and public data. 

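Among non-neuronal nuclei other than glia, a cluster with neuroblast markers held 181 nuclei of C57J 1, 187 of C57J 2, 168 of nude and 197 of BALB/c, or from 1.30% (nude) to 1.81% (BALB/c) of all nuclei, and the other named clusters were small. A cluster named mural, in which the endothelial markers also scored high, held 13 nuclei of C57J 1, 60 of C57J 2, 20 of nude and 6 of BALB/c, or 0.0994%, 0.480%, 0.154% and 0.0550% of all nuclei. Flt1, the paper's endothelial marker, led its top genes, so these counts cannot be assigned to mural nuclei alone. No separate endothelial cluster formed. Ependymal nuclei numbered 5, 8, 10 and 1 in the same order, and fibroblasts 6, 11, 13 and 11. The published C57J dataset was not analysed here.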

The results demonstrated that the nuclei isolation method employed here exhibited enhanced neuronal preservation, whereas non-neuronal populations—particularly, mural cells, endothelial cells, and ependymal cells were potentially underrepresented (Fig. S1B-D). These three cell types were thus excluded from subsequent pipelines (Fig. S1E).

Changes in glial cells were first observed. 

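Among non-neuronal nuclei, 3 clusters carried OL markers, 1 cluster of 1878 nuclei carried OPC markers, and 1 cluster of 59 nuclei carried OPC markers together with Rmi2 and other cell cycle genes and was named proliferating OPCs. A further cluster of 142 nuclei (72, 29, 26 and 15 in C57J 1, C57J 2, nude and BALB/c) with Bcas1, Enpp6 and Gpr17 among its top genes reached the naming limit for neither OLs nor OPCs and was counted in none of these classes. A cluster of 420 nuclei (115, 103, 96 and 106 in the same order) with Top2a, Mki67, Kif11 and Cenpf among its top genes was left unnamed and was counted in none of them either.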

In the oligodendrocyte lineage, cells were classified into mature oligodendrocytes (OLs), oligodendrocyte precursor cells (OPCs), and proliferating OPCs (Fig. 1F). Both nude mice and BALB/c mice exhibited reduced proliferative subpopulations (Fig. 1G). 

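Proliferating OPCs made up 0.604% of glial nuclei in C57J 1 (25 of 4137 nuclei, 95% interval 0.391 to 0.891%) and 0.310% in C57J 2 (13 of 4189, 0.165 to 0.530%). The share in nude was 0.422% (16 of 3793, 0.241 to 0.684%), which lay between the C57J libraries. BALB/c had the lowest share at 0.119% (5 of 4191, 0.0388 to 0.278%), below both C57J libraries, although its interval overlapped that of C57J 2. Within batch 2, the log2 ratio to C57J 2 was 0.44 in nude and -1.38 in BALB/c. With principal components left unscaled, an alternative chosen after the data were seen, the log2 ratio of BALB/c to C57J moved from -1.94 to -0.12. Proliferation was also measured without clusters, as OPCs with a UMI of Mki67 or Top2a after each nucleus had been thinned to 1000 UMIs. Such OPCs numbered 6 of 474 in C57J 1, 2 of 463 in C57J 2, 3 of 497 in nude and 0 of 501 in BALB/c, where a count of 0 allows a share of up to 0.599%. OLs, which should lack both genes, had such UMIs in 2 of 1246, 9 of 1396, 4 of 1097 and 6 of 1533 nuclei, shares of 0.161% to 0.645%, at the same 1000 UMIs per nucleus, and only the OPCs of C57J 1, at 1.27%, exceeded the highest of these.

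**Figure D1:**
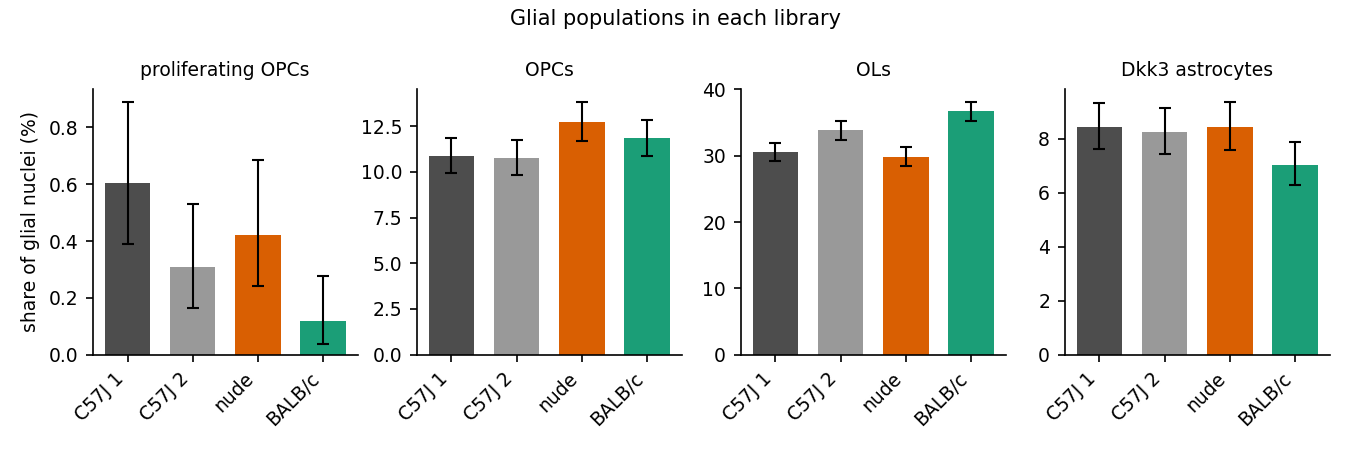
Shares of proliferating OPCs, OPCs, OLs and Dkk3 astrocytes among glial nuclei (percent) in each of the 4 libraries, with exact 95% intervals for counting error. Nude lies between both C57J libraries for proliferating OPCs, at 0.422%, and BALB/c lies lowest, at 0.119%.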

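Mature OLs accounted for 30.5% of glial nuclei in C57J 1 (95% interval 29.1 to 32.0%), 33.8% in C57J 2 (32.4 to 35.3%), 29.9% in nude (28.4 to 31.4%) and 36.7% in BALB/c (35.2 to 38.1%). The share in nude was below both C57J libraries, but its interval overlapped that of C57J 1. OPCs accounted for 10.9% (9.92 to 11.8%) and 10.7% (9.82 to 11.7%) of glial nuclei in the C57J libraries, 12.7% in nude (11.7 to 13.8%) and 11.8% in BALB/c (10.9 to 12.8%), and the intervals of nude and BALB/c overlapped those of both C57J libraries. Relative to all nuclei in place of glia, the log2 ratio of OLs to C57J was -0.26 in nude and 0.42 in BALB/c.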

Notably, nude mice displayed characteristic impairments in oligodendrocyte maturation (Fig. 1G). Subsequent differentially expressed gene (DEG) analyses of OLs and OPCs revealed many consistent transcriptional alterations of nude and BALB/c mice, compared to C57J mice (Fig. S1F, G). 

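In OLs, 12594 genes were tested and 1 gene was called, lower in the nude and BALB/c libraries, with 667 genes at an unadjusted p below 0.05. In OPCs, 24 of 10829 genes were called, of which 9 were higher and 15 lower. DESeq2 in place of edgeR called 80 genes in OLs and 33 in OPCs. Neither of the other 2 ways of splitting the 4 libraries into pairs gave a called gene in either class, with 442 and 782 genes at an unadjusted p below 0.05 in OLs and 340 and 509 in OPCs. When changes were simulated on the same counts, edgeR recovered 70% of genes with a log2 fold change of 2 in OLs and 91% in OPCs, but 7% and 47% of genes with a log2 fold change of 1. Because nude and BALB/c are compared with the same controls, their fold changes resemble each other even without a true change. Across the tested genes, the Pearson correlation of the nude and BALB/c fold changes was 0.320 in OLs, where simulations without any change gave a mean of 0.335 (0.306 to 0.357 in 100 simulations). In OPCs it was 0.491 against 0.367 (0.342 to 0.394), above the simulations, whereas the 63% of genes with the same sign in both did not exceed them (mean 61.9%, at most 63.3%); genes are not independent replicates in either class. The gene called in OLs, 1500004A13Rik (ENSMUSG00000098912, a processed transcript on chromosome 3 from 88782943 to 88832547 of GRCm38), fell from 241 and 298 CPM in the C57J libraries to 12.5 CPM in nude and 11.3 CPM in BALB/c, a log2 fold change of -4.51 (standard error 0.26, adjusted p = 0.0184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In OPCs, the long noncoding RNA Gm19299 had the largest rise among genes with counts in both groups, with 3 counts in the C57J libraries and a ratio of 190 (95% counting interval 64.7 to 922). The noncoding RNA Gm12160, with no count in C57J OPCs, was at least 15.5-fold higher, and Gm17167 and Cldn34c1, with no count in the nude and BALB/c OPCs, were at least 49.6-fold and 29.1-fold lower. Cldn34c1 belongs to a family of neighbouring paralogs, and genes with the prefix Gm are predicted genes, so the assignment of their reads is uncertain.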

In OLs, genes related to synaptic regulation (*Fcho1*), extracellular matrix (ECM) regulation (*Ndst4*), and myelin lipid metabolism (*Abca8a*) were upregulated, while genes related to myelination (*Opalin*), neuroimmune repair (*Ninj2*), and cell cycle regulation (*Ppp1cc*) were downregulated (Fig. 1H, I). 

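None of these 6 genes passed the adjusted threshold in OLs, although the nude and BALB/c libraries lay on the same side of both C57J libraries for each. Fcho1 (ENSMUSG00000070000, chromosome 8, 71708387 to 71725716) rose from 8.85 and 5.38 CPM in the C57J libraries to 144 CPM in nude and 101 CPM in BALB/c, a log2 fold change of 4.09 (standard error 0.34, adjusted p = 0.0501 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndst4 (chromosome 3, 125404076 to 125728899) rose from 36.4 and 41.4 CPM to 195 CPM in nude and 519 CPM in BALB/c, a log2 fold change of 3.204 (standard error 0.49). Abca8a (chromosome 11, 110025634 to 110095978), which has the neighbouring paralog Abca8b, had a log2 fold change of 1.76 (standard error 0.27). Opalin (chromosome 19, 41061710 to 41077113) fell from 288 and 332 CPM to 141 CPM in nude and 155 CPM in BALB/c, a log2 fold change of -1.06 (standard error 0.22). Ninj2 (chromosome 6, 120093350 to 120200339) had a log2 fold change of -1.34 (standard error 0.22). Ppp1cc (chromosome 5, 122158278 to 122175273), of which the annotation lists a processed pseudogene, had a log2 fold change of -3.28 (standard error 0.37). In the same edgeR test, the adjusted p was 0.134 for Ndst4 and Abca8a, 0.324 for Opalin, 0.159 for Ninj2 and 0.0729 for Ppp1cc. Under DESeq2, Fcho1, Ndst4, Abca8a, Ninj2 and Ppp1cc passed the threshold and Opalin did not.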

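In OPCs, Ebf1 and Lpcat2 passed the threshold, and Zcchc24, Insyn2b, Itga9 and Mbp did not. Ebf1 (ENSMUSG00000057098, chromosome 11, 44617317 to 45008091) was at 160 and 156 CPM in the C57J libraries, 27.3 CPM in nude and 34.0 CPM in BALB/c, a log2 fold change of -2.33 (standard error 0.19, adjusted p = 0.000567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpcat2 (ENSMUSG00000033192, chromosome 8, 92855339 to 92919279), of which the annotation lists the paralog Lpcat2b, had a log2 fold change of -1.97 (standard error 0.17, adjusted p = 0.000748 in the same edgeR test), with 53.0 CPM in nude and 51.4 CPM in BALB/c against 201 and 207 CPM. The log2 fold change of Itga9 was 1.12 (standard error 0.20), that of Insyn2b 1.32 (0.25) and that of Zcchc24 0.73 (0.18), with edgeR's adjusted p at 0.0639, 0.0843 and 0.220. The nude and BALB/c libraries were above both C57J libraries for all 3 genes. DESeq2 placed Insyn2b, Itga9 and Mbp past the threshold as well. Mbp fell from 320 and 236 CPM to 129 CPM in nude and 144 CPM in BALB/c, a log2 fold change of -1.02 (standard error 0.19, edgeR's adjusted p = 0.0791). Mbp also fell by 1.02 on the log2 scale in astrocytes and by 0.82 in microglia, classes that do not form myelin, whereas in OLs its log2 fold change was 0.08.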

In OPCs, genes related to ECM and cell migration (*Zcchc24*, *Insyn2b*, *Itga9*) were upregulated, while genes related to myelin formation and regeneration (*Ebf1*, *Lpcat2*, *Mbp*) were downregulated (Fig. 1J, K). Together these data are indicative of abnormal myelination in nude and BALB/c mice. Although there may be inherent differences in the genetic backgrounds of C57J and BALB/c, the enhancement of Th2 or T cell deficiency during developmental stages has been shown to lead to myelination and oligodendrocyte differentiation disorders^30^-^33^.

### Altered function and morphology of astrocytes in nude and BALB/c mice

Astrocyte subclusters were identified and marked by *Dkk3*, *Lrig1*, and *Ranbp3l* (Fig. 2A). 

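The astrocyte nuclei fell into 4 clusters, of which 1 matched the Dkk3 markers (1310 nuclei), 1 the Lrig1 markers (1486 nuclei) and 2 the Ranbp3l markers (3527 and 1323 nuclei). Gfap was left out of the genes used for clustering.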

Although only BALB/c mice demonstrated a relatively low proportion of all astrocytes, the proportions of *Dkk3*-positive astrocytes in nude mice and BALB/c mice significantly decreased (Fig. 2B). 

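Astrocytes as a whole made up 49.9% of glial nuclei in C57J 1, 45.5% in C57J 2, 47.9% in nude and 44.4% in BALB/c (95% interval 42.9 to 45.9%), and the interval of BALB/c overlapped that of C57J 2 (43.9 to 47.0%). Dkk3 astrocytes made up 8.44% of glial nuclei in C57J 1 (349 nuclei, 7.61 to 9.33%), 8.26% in C57J 2 (346 nuclei, 7.44 to 9.13%), 8.44% in nude (320 nuclei, 7.57 to 9.37%) and 7.04% in BALB/c (295 nuclei, 6.28 to 7.86%). Nude was therefore not below the C57J libraries, and the interval of BALB/c overlapped both of theirs. The boundary of this subcluster moved with the clustering, and the log2 ratio of nude to C57J ranged among the clusterings tried from -0.29 with nuclei thinned to 1000 UMIs to 0.02 in the main clustering. That of BALB/c to C57J was -0.25 in the main clustering but 0.04 with thinned nuclei and 0.01 at resolution 2. Lrig1 astrocytes had shares of 8.68%, 8.40%, 11.3% and 8.28%, and Ranbp3l astrocytes 32.8%, 28.8%, 28.2% and 29.1%, in the order C57J 1, C57J 2, nude and BALB/c.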

GSVA (Gene Set Variation Analysis) and GSEA (Gene Set Enrichment Analysis)-based functional annotation revealed that these three astrocyte subclusters exhibit distinct abundance levels of neurotransmitter receptor expression. Specifically, the *Dkk3*-positive astrocytes predominantly express dopamine receptors and hormone receptors (Fig. 2C; Fig. S1H), suggesting their potential involvement in emotional modulation, and environmental responsiveness^34^,^35^. 

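Among the 5 dopamine receptor genes, Drd3 distinguished the subclusters. Drd3 was at 96.3, 132, 69.5 and 55.9 CPM in Dkk3 astrocytes of C57J 1, C57J 2, nude and BALB/c, but did not exceed 5.49 CPM in Lrig1 and 3.74 CPM in Ranbp3l astrocytes of any library. Drd1, Drd2, Drd4 and Drd5 were not higher in Dkk3 astrocytes in every library. The mean level of 20 hormone receptor genes together with Esr1 was 110, 114, 118 and 121 CPM in Dkk3 astrocytes. This was below Lrig1 astrocytes, which had 126, 122, 127 and 140 CPM in the same libraries. A mean level is another measure than the paper's GSVA and GSEA scores. Of single hormone receptors, Tshr was highest in Dkk3 astrocytes (28.5, 17.5, 15.0 and 27.0 CPM, at most 2.24 CPM elsewhere), and Igf1r and Thra were also highest there in all 4 libraries, whereas Ghr and Thrb were lowest there.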

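In astrocytes, 8 of 14105 tested genes were called, 1 higher and 7 lower in the nude and BALB/c libraries, with 1032 genes at an unadjusted p below 0.05. None of 6 genes that the paper prints for tight junctions and lamellipodium assembly (Vegfa, Ablim1, Cdh20, Slit2, Vcl and Add1) was among them. Vegfa had a log2 fold change of -0.58 (standard error 0.22, adjusted p = 0.662 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ablim1 one of -0.55 (0.17, adjusted p = 0.535). Cdh20, Slit2, Vcl and Add1 had log2 fold changes of -0.40, -0.36, -0.33 and -0.20. All 6 genes were lower in both nude and BALB/c than in both C57J libraries, a separation that chance gives for 16.7% of genes, and it was seen in this direction for 2771 of all tested genes. With each library left out in turn, the log2 fold change of Vegfa stayed between -0.81 and -0.30. DESeq2 called 91 genes, none of these 6 among them. The largest falls among called genes were in Trim12a, which had no count in nude or BALB/c and was at least 150-fold lower, and in Gm17167, from 42.9 and 24.5 CPM to 0.252 and 0.374 CPM. Trim12a has the paralog Trim12c next to it, so its reads are not assigned with certainty. The rise was in the noncoding RNA Gm48606, with a log2 fold change of 5.94 (standard error 0.47, edgeR's adjusted p = 0.0252).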

Additional DEG analysis of astrocytes suggests a decrease in tight junctions and lamellipodium assembly in nude mice and BALB/c mice (Fig. 2D, E). This prompted further investigations into astrocytic morphological changes. Considering that GFAP has heightened expression in *Dkk3*-positive astrocytes (49%), immunofluorescent staining of GFAP was performed in the LS across the three mouse strains (Fig. 2F, G). 

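Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) was compared between the astrocyte subclusters at equal depth, with each nucleus thinned to 1000 UMIs. A Gfap UMI was found in 3.34% of Dkk3 astrocytes (95% interval 2.42 to 4.49%, 1256 nuclei), 2.37% of Lrig1 astrocytes (1.66 to 3.29%, 1475 nuclei) and 2.93% of Ranbp3l astrocytes (2.47 to 3.45%, 4845 nuclei). These intervals overlapped, so a difference between subclusters was not detectable at this depth. LS neurons, which should lack Gfap, had a share of 0.249%, with the same 1000 UMIs per nucleus. OLs had 0.91% (2.41% in C57J 1) and microglia 1.33%, so LS neurons gave the lowest of these backgrounds. Before thinning, OLs and microglia, at medians of 2344 and 1626 UMIs, were closer to astrocytes in depth than LS neurons were. With all UMIs, at median depths of 1919, 2534 and 2749 UMIs, the shares were 7.79%, 4.85% and 8.19%, against 2.07% in LS neurons at a median of 7623 UMIs, 2.21% in OLs and 2.03% in microglia. As a level pooled over the libraries, Gfap was at 45.1 CPM in Dkk3, 25.9 CPM in Lrig1 and 32.7 CPM in Ranbp3l astrocytes, which makes 43.5%, 25.0% and 31.5% of their sum. In C57J 1, C57J 2, nude and BALB/c it was at 48.8, 36.9, 28.2 and 55.0 CPM in Dkk3 and at 41.7, 41.9, 22.7 and 26.5 CPM in Ranbp3l astrocytes, so that Dkk3 astrocytes were highest in 3 of the 4 libraries and Ranbp3l astrocytes in C57J 2. Over all astrocytes, Gfap had a log2 fold change of -0.44 between the backgrounds (standard error 0.24, adjusted p = 0.766 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).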

Notably, astrocytes in C57J mice exhibited more pronounced branching morphology compared to other groups (Fig. 2G, H).

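Microglia numbered 336 nuclei in C57J 1, 405 in C57J 2, 343 in nude and 293 in BALB/c, at a median of 1752, 1316, 1420 and 2654 UMIs per nucleus. They made up 8.12% (95% interval 7.31 to 9.00%), 9.67% (8.79 to 10.6%), 9.04% (8.15 to 10.0%) and 6.99% (6.24 to 7.81%) of glial nuclei. BALB/c had the lowest share, and nude lay between the C57J libraries.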

The limited characterization of microglia by snRNA-seq compromised the accuracy of proportional analysis. However, statistical analysis of immunofluorescence staining suggested that both nude mice and BALB/c mice exhibited reduced regional distribution of microglia in the LS (Fig. S1I, J). DEG analysis (Fig. S1K-M) further revealed dysregulated expression of 14-3-3 protein family members (*Ywhaq*, *Ywhag*, *Ywhaz*), indicating impairments in apoptosis regulation, stress response, and cell cycle control^36^.

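In microglia, none of 8932 tested genes was called, with 432 genes at an unadjusted p below 0.05. In simulated data of this size, 79% of genes with a log2 fold change of 2 and 10% of genes with a log2 fold change of 1 were recovered. Ywhaq, Ywhag and Ywhaz had log2 fold changes of -0.36 (standard error 0.28), -0.28 (0.29) and -0.40 (0.31), each with an adjusted p of 0.955 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 were lower in both nude and BALB/c than in both C57J libraries. With BALB/c left out, the log2 fold changes were -0.20, -0.14 and -0.20, and with nude left out -0.51, -0.40 and -0.60. The annotation lists processed pseudogenes of Ywhaq. DESeq2 called 19 genes in microglia, with none of these 3 among them.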

### Different immune and genetic backgrounds altered neuronal composition and gene expression in the LS

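Of the neurons, LS neurons made up 67.3% in C57J 1, 65.2% in C57J 2, 74.4% in nude and 73.0% in BALB/c. MS neurons made up 5.38%, 7.92%, 8.20% and 8.19% in the same order, and striatal neurons 15.1%, 6.75%, 3.93% and 5.70%. Other neurons made up 12.2%, 20.2%, 13.5% and 13.1%.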

The expression patterns of *Trpc4*, *Elavl2*, and *Rarb* were used to distinguish and annotate LS associated neurons, medial septal (MS) neurons, and striatal (STR) neurons, respectively (Fig. S2A-D). Subsequently, LS associated neurons were isolated for detailed analyses and classified into distinct subclusters based on characteristic gene signatures (Fig. 3A; Fig. S2E). This approach yielded 17 LS neuronal subclusters (LSNs), 1 LS complex neuronal subcluster (LSXN), and 4 neuronal subclusters localized at the interface between the LS and adjacent brain regions (LSMN). 

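Clustering of the 5749, 5151, 6564 and 4661 LS neurons of C57J 1, C57J 2, nude and BALB/c gave 32 subclusters. Names were given by the marker combinations that the paper prints, and a subcluster that matched a pair of combinations equally well kept both names. A named counterpart was found for LSXN and for most LSNs, whereas LSN13 could not be separated from LSN14 nor LSN7 from LSN8, and no subcluster was named LSN4, LSN10 or LSMN4. Several subclusters stayed unnamed, the largest with 1141 nuclei, and counted in the total of LS neurons but in no named share. An unnamed one of 259 nuclei had the highest mean level of Ddr2, at 111 CPM. Another, of 772 nuclei, was at rank 4 for Met, with 106 CPM. Ddr2 and Met mark LSN5, so its share depends on the naming.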

Proportional analysis revealed that LSN15 demonstrated significantly higher ratios in both nude mice and BALB/c mice, whereas LSN5, LSN13, and LSN14 showed markedly reduced abundance when compared to C57J controls from both same-batch sequencing cohorts as well as public dataset (Fig. 3B; Fig. S3A, B). Furthermore, specific neuronal subclusters displayed mouse strain-specific alterations, observed exclusively in either nude mice or BALB/c mice (Fig. S3C). 

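LSN15 (3 subclusters with Otx2os1 and Esr1) made up 5.72% of LS neurons in C57J 1 (95% interval 5.14 to 6.36%), 7.57% in C57J 2 (6.86 to 8.33%), 8.47% in nude (7.81 to 9.17%) and 8.43% in BALB/c (7.65 to 9.27%). Both nude and BALB/c were above both C57J libraries, but their intervals overlapped that of C57J 2. Within batch 2, the log2 ratio to C57J 2 was 0.16 in nude and 0.16 in BALB/c. LSN5 (3 subclusters whose names include LSN5) made up 6.56% and 7.22% in the C57J libraries, 7.91% in nude (7.27 to 8.59%) and 9.20% in BALB/c (8.39 to 10.1%). This rise lies mainly in the subcluster of LSN3 or LSN5, with 118, 142, 248 and 203 nuclei in C57J 1, C57J 2, nude and BALB/c, whereas the 2 subclusters of LSN5 or LSN6 held 194, 157, 188 and 167 nuclei and 65, 73, 83 and 59 nuclei. The subcluster of LSN13 or LSN14 made up 1.91% in C57J 1 (1.57 to 2.30%), 2.31% in C57J 2 (1.92 to 2.76%), 1.48% in nude (1.20 to 1.80%) and 1.65% in BALB/c (1.31 to 2.06%), lower than both C57J libraries in both. The setting that moved these shares most was counting by markers, in which an LSN5 nucleus had a UMI of both Ddr2 and Met at 2000 UMIs per nucleus: the log2 ratio of LSN5 to C57J was then -1.56 in nude and -0.96 in BALB/c. Ddr2 itself was lower in the nude and BALB/c libraries in 23 of the 32 subclusters.

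**Figure D2:**
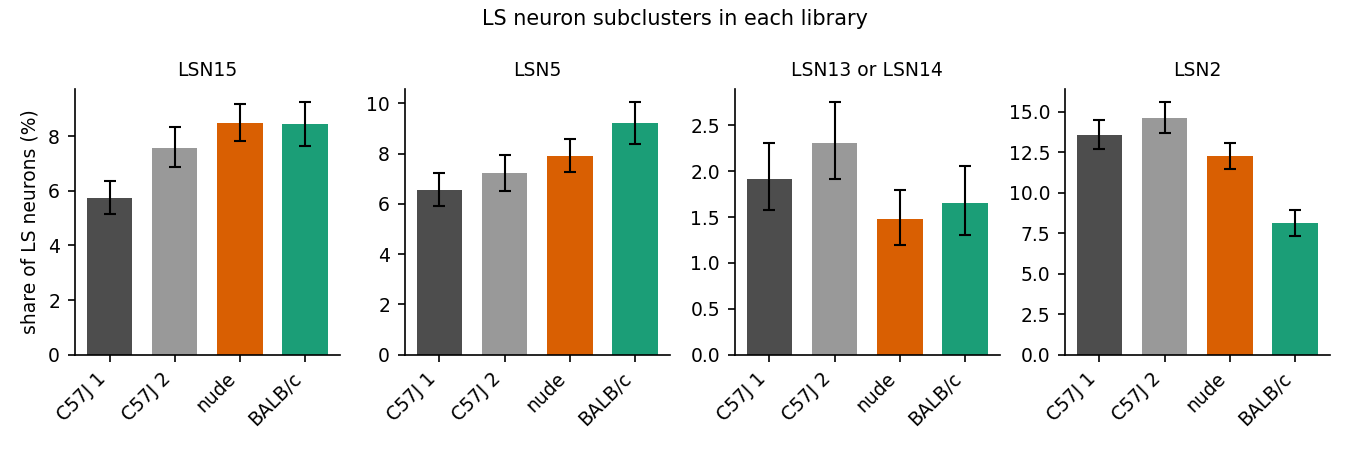
Shares of LSN15, LSN5, LSN13 or LSN14, and LSN2 among LS neurons (percent) in each of the 4 libraries, with exact 95% intervals for counting error. LSN15 is at 8.47% in nude and 8.43% in BALB/c, above 5.72% and 7.57% in the C57J libraries.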

LSN2 showed a reduced proportion in BALB/c mice; LSN10, LSMN1, and LSXN exhibited increased proportions in BALB/c mice, whereas LSXN showed the opposite trend, i.e., a decreased proportion in nude mice; LSN11 was selectively enriched in nude mice (Fig. S3C).

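LSN2 (3 subclusters whose names include LSN2) made up 13.6% of LS neurons in C57J 1, 14.6% in C57J 2, 12.2% in nude (95% interval 11.5 to 13.0%) and 8.11% in BALB/c (7.34 to 8.93%), and the interval of nude overlapped that of C57J 1 (12.7 to 14.5%). The subcluster named LSN2 alone made up 4.82%, 5.36%, 4.69% (4.19 to 5.23%) and 2.17% (1.77 to 2.63%) in the same order, lower in BALB/c beyond counting error but not in nude. LSMN1 made up 2.61%, 2.31%, 2.76% and 5.34% (4.71 to 6.03% in BALB/c), and these differences of BALB/c from the other 3 libraries exceeded counting error. LSXN made up 2.71%, 2.72%, 2.38% (2.02 to 2.78%) in nude and 3.28% (2.79 to 3.84%) in BALB/c, and its intervals in nude and BALB/c overlapped those of the C57J libraries. LSN11 made up 2.96%, 3.22%, 3.46% (3.03 to 3.93%) and 3.63% (3.11 to 4.20%), so that it was highest in BALB/c and the intervals of all 4 libraries overlapped.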

To elucidate the potential functional specificity underlying these characteristic alterations, Gene Ontology (GO) enrichment analysis was performed on marker gene sets of the aforementioned subclusters, and enrichment significance was then evaluated across all annotated subclusters (Fig. 3C, D; Fig. S3D). The GO terms marked in red visualize specific functional modules related to subclusters. More specifically, GSEA was conducted on four subclusters (LSN15, LSN5, LSN14, LSN13) to delineate their unique functional gene modules (Fig. 3E). 

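The mean level of 98 cilium genes (symbols starting with Dnah, Cfap, Spag, Spef, Drc, Rsph, Ift or Bbs), all left out of the clustering, was ranked over the 32 subclusters within each library. The 3 subclusters of LSN15 ranked high: 1 of 202 nuclei was first in all 4 libraries, 1 of 752 nuclei ranked between 3 and 7, and 1 of 714 nuclei ranked between 5 and 7. With nuclei thinned to 1000 UMIs, the last ranked between 5 and 17. For the mean level of 20 hormone receptor genes other than Esr1, the same subclusters ranked between 5 and 9, between 14 and 17 and between 24 and 28, so that only the smallest was among the upper ones. Esr1 was highest in the smallest subcluster (271, 347, 369 and 321 CPM in C57J 1, C57J 2, nude and BALB/c) and second in that of 752 nuclei (128, 158, 200 and 130 CPM); Esr1 was a marker used for naming LSN15.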

The combinatorial analyses revealed that LSN15 exhibits heightened ciliary activity and elevated expression of multiple hormone receptors (including estrogen receptors), suggesting enhanced environmental sensing capacity and potential rapid responsiveness to peripheral signals. Conversely, subclusters with reduced proportions in nude and BALB/c mice (LSN5, LSN14, LSN13) showed characteristic enrichment in canonical Wnt signaling pathways, catecholamine secretion, renin secretion, long-term potentiation and glutamatergic synapse, indicative of potential axonal and synaptic transmission-related abnormalities.

Differentially represented LSNs specific in either nude mice or BALB/c mice also displayed unique pathway enrichments (Fig. S3D). For example, LSN10, LSMN1, and LSN2 were associated with memory formation and extinction, involving GO terms such as “Dendritic spine development”, “Associative learning”, “Visual learning”, and “Learning or memory”. This suggests potentially disrupted memory processes in BALB/c mice^37^. 

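Fgf2 (chromosome 3) was at 12.5 and 10.1 CPM in LSXN of the C57J libraries, 13.6 CPM in nude and 14.3 CPM in BALB/c, the third highest mean of the 32 LS subclusters, behind an LSN15 subcluster with 17.4 to 24.7 CPM. Ror1 (chromosome 4) was at 46.0 and 77.7 CPM in LSXN of the C57J libraries, 47.2 CPM in nude and 51.6 CPM in BALB/c, likewise the third highest mean, behind LSMN2 and an unnamed subcluster. Over all LS neurons, Ror1 had a log2 fold change of -0.46 in the nude and BALB/c libraries (standard error 0.10, adjusted p = 0.0943 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with predicted doublets kept it was called, at -0.59.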

LSXN was enriched in the non-canonical “Wnt signaling pathway” (e.g., *Fgf2* and *Ror1*), and may also be associated with learning and memory behaviors^38^,^39^. Of note, existing literature has reported that BALB/c mice exhibit slower learning performance but more memory consolidation^40^, while nude mice perform worse than BALB/c mice in both learning and memory maintenance^41^. Among these findings, non-specific impairments in glia, axonal and synaptic transmission may be associated with learning acquisition deficits. Meanwhile, enhanced memory consolidation in BALB/c mice may be attributed to their potentially more stable dendritic spines and synaptic structures. Additionally, LSN11 was enriched in “Negative regulation of transmembrane receptor protein serine/threonine kinase (Neg. Reg. of tRS/T-K) signaling pathway”, suggesting neural pulse sensitization^42^. 

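Pth2r was highest in LSN11 and LSMN3 among the LS subclusters by the mean over the libraries, with 125, 96.3, 132 and 174 CPM in LSN11 and 153, 125, 133 and 90.8 CPM in LSMN3 of C57J 1, C57J 2, nude and BALB/c. LSN11 was above LSMN3 in BALB/c only. Calcr was higher in LSN16, with 128 to 160 CPM, than in LSN11, with 37.2 to 92.0 CPM. Acvr1 was more widespread and LSN11 was at rank 5 of the 32 subclusters, with 194 to 241 CPM, after a subcluster of LSN5 or LSN6, that of LSN6, that of LSN7 or LSN8 and an unnamed one. Pth2r and Calcr were used to name LSN11.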

The marker genes of LSN11 including *Pth2r*, *Calcr*, *Acvr1*, were reported to be associated with pain response regulation^43^-^45^, suggesting that nude mice may have pain sensitization^46^.

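In LS neurons, 390 of 18811 tested genes were called, of which 161 were higher and 229 lower in the nude and BALB/c libraries. DESeq2 called 655 genes, 373 of them shared, and with each nucleus thinned to 1000 UMIs 221 genes were called, 186 of them shared. Neither of the other 2 splits of the 4 libraries into pairs gave a called gene, with 70 and 1020 genes at an unadjusted p below 0.05 against 2724 for the split by background. The Pearson correlation of the nude and BALB/c fold changes across genes was 0.788, whereas shared controls alone gave a mean of 0.352 and at most 0.376 in the simulations. Ivd, Sorl1 and Ddr2, which the paper names, were called lower. Insyn2b, which the paper names in OPCs, was called higher in LS neurons, with a log2 fold change of 0.58 (standard error 0.10, adjusted p = 0.0384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ivd (ENSMUSG00000027332, chromosome 2, 118861954 to 118882909) fell from 45.6 and 41.8 CPM in the C57J libraries to 21.2 CPM in nude and 20.2 CPM in BALB/c, a log2 fold change of -1.08 (standard error 0.10, adjusted p = 0.00538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sorl1 (ENSMUSG00000049313, chromosome 9) had a log2 fold change of -0.68 (standard error 0.10, edgeR's adjusted p = 0.0212). The largest falls were in Banf2, which overlaps the antisense gene Banf2os, with 1 count in nude and none in BALB/c and a ratio of C57J to these libraries of 1110 (95% counting interval 198 to 43800), and in BC018473, which had no count in either and was at least 26.0-fold lower. The largest rises were in the noncoding RNAs Gm12160, with 1 count in the C57J libraries and a ratio of 680 (122 to 26900), and Gm36684, with 2 counts and a ratio of 298 (82.2 to 2460); both are predicted genes and are reported as uncertain.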

Subsequent analysis of total neuronal DEGs and protein-protein interaction (PPI) enrichment revealed that nude and BALB/c mice also exhibited some common transcriptomic changes relative to C57J mice (Fig. S4A-C). The direct comparison between BALB/c mice and nude mice (data not shown) is primarily attributed to T-cell deficiency, which has been extensively discussed in previous studies. Therefore, it is not a major focus in the current research. 

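Lists of genes written before the data were examined were tested in LS neurons with limma's camera at a preset correlation of 0.01. Of 82 tested potassium channel genes (symbols starting with Kcn), 41 were higher and 41 lower, with a median log2 fold change of 0.002 and an adjusted p of 0.427. Of 50 axonal transport motor genes (kinesins, dyneins and dynactins), 25 were higher and 25 lower, with a median of -0.003 and an adjusted p of 0.427. Neither list passed under limma's fry or with an estimated correlation either. Both lists hold whole gene families, whereas the paper reports terms among genes changed in both strains, so the measures differ. Single genes were taken from the limma fit of the same counts. None of the potassium channel genes and 1 motor gene passed both single-gene limits there, an adjusted p below 0.05 and an absolute log2 fold change above 0.5. Adjusted over the list alone, and without the limit on the fold change, 3 and 2 genes had an adjusted p below 0.05 from limma.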

Co-downregulated genes (Fig. S4B) were associated with axonal extension and transport, as well as clearance of toxic/harmful compounds, whereas co-upregulated genes (Fig. S4C) showed significant enrichment in voltage-gated potassium channel activity and Ras signaling pathway. Notably, enhanced potassium channel signaling has been reported to correlate with heightened anxiety phenotypes^47^. 

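Ndn (ENSMUSG00000033585, chromosome 7, 62346569 to 62350262) was at 36.7 and 24.7 CPM in LS neurons of the C57J libraries, 49.5 CPM in nude and 75.6 CPM in BALB/c. Its log2 fold change was 1.02 (standard error 0.24, adjusted p = 0.110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. It passed with nuclei thinned to 1000 UMIs (0.90, adjusted p = 0.0439) and under DESeq2 (1.03), and it was higher in both libraries in 29 of the 32 LS subclusters.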

*Ndn* can inhibit the Ras signaling pathway, but its overexpression suppresses synaptic pruning, increases neuronal excitability, and also contributes to the promotion of anxiety^48^. Despite conducting sequencing analysis on pooled tissue samples from three groups, inter-group variability was specifically assessed through technical validation. Independent quantitative reverse transcription polymerase chain reaction (qRT-PCR) verification of critical gene expression changes across additional biological replicates consistently corroborated transcriptomic findings (Fig. S4D). Given the pronounced cellular heterogeneity inherent to neuronal populations, subcluster-specific DEG analyses were further performed (Fig. S4E). To achieve high-resolution visualization of functional perturbations, biologically meaningful DEG sets were selected and subsequently applied signature scoring to quantify their expression patterns (Fig. 3F). Specifically, a widespread reduction in neuronal myelination-related gene expression was also observed in all neuronal subtypes, which aligned well with the aforementioned glial-cell changes, and further supported the notion that in both immune compromised animals, myelination deficits may be present, as previously reported^30^-^33^. It is worth mentioning that although myelination related genes are robustly expressed almost exclusively in oligodendrocyte lineage cells, our data showed extremely low levels of these transcript expressions in neurons, yet with significant intergroup differences. 

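In LS neurons, all 8 genes of a myelin list, Mbp and Opalin among them, were lower in the nude and BALB/c libraries, with a median log2 fold change of -0.60. Camera with a preset correlation gave an adjusted p of 6.64e-07 for the list, and this call did not hold under fry (0.164) or with an estimated correlation of 0.202 (0.362). In the limma fit, 7 of the 8 had an adjusted p below 0.05 when adjusted over the list alone, without a limit on the fold change. Mbp had a log2 fold change of -0.56 (standard error 0.13, adjusted p = 0.0928 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed with thinned nuclei (-0.66) and under DESeq2. Mbp was lower in both libraries in 30 of the 32 LS subclusters. LS neurons held 4.07, 3.41, 2.29 and 4.02 UMIs of the 8 genes per nucleus in C57J 1, C57J 2, nude and BALB/c. Astrocytes held 3.796, 3.15, 1.99 and 3.48 and microglia 4.05, 3.17, 2.29 and 3.59. Cell classes of different depth thus carried nearly the same number in each library. In LS neurons, astrocytes and microglia, BALB/c lay between the C57J libraries by this number, and nude lay below both. Fold changes are relative to all UMIs, of which BALB/c had the most per nucleus, so its fall does not show fewer myelin UMIs. The median log2 fold change of the list was -0.82 in astrocytes, -0.61 in microglia and -0.98 in OPCs, whereas in OLs, which held 19.3 to 71.2 such UMIs per nucleus, it was 0.08.

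**Figure D3:**
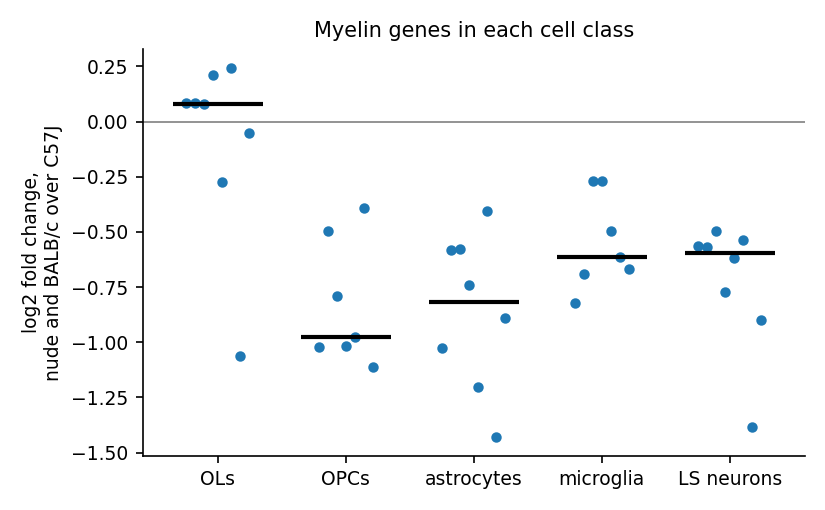
Log2 fold change of each myelin gene between the nude and BALB/c libraries and the C57J libraries in 5 cell classes; each point is a gene and the bar is the median. The medians lie between -0.98 and -0.59 in OPCs, astrocytes, microglia and LS neurons and at 0.08 in OLs.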

Microtubule assembly and calcium ion transport exhibited significant downregulation in some LSNs. Conversely, environmental stress response and TGFβ receptor signaling pathway activities demonstrated global enhancement. 

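The gene sets of the paper were replaced by lists written before the data were examined. A list of 14 endoplasmic reticulum stress genes (such as Hspa5, Ddit3 and Atf4; 13 tested) had a median log2 fold change of 0.13 in LS neurons, with 9 genes higher and 4 lower and an adjusted p of 0.427 from camera. A list of 14 genes of TGFβ receptor signaling had a median of 0.06, with 10 genes higher and 4 lower and an unadjusted p of 0.108 from the same test. In the limma fit, none of the genes of either list passed the single-gene limits over all genes. Adjusted over the list alone, none had an adjusted p below 0.05 from limma. The background of all tested genes had a median of -0.003.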

The results suggest that nude mice and BALB/c mice may exhibit enhanced stress responses or sensitization of neural signaling excitability^49^,^50^.

Intriguingly, perturbations in fear behavior regulation pathways were detected (Fig. 3F). Representative genes of the pathways (“Behavioral fear response” and “Associate learning”) were further studied and verified. *Grm7*, *Glp1r*, and *Ndrg4* displayed consistent downregulation in both nude and BALB/c mice (Fig. S4F), suggesting impaired fear memory and associative learning^51^-^53^. 

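In LS neurons, Grm7 (ENSMUSG00000056755, chromosome 6) had a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1431 CPM in nude and 1524 CPM in BALB/c against 1753 and 1729 CPM. Glp1r (chromosome 17) had one of -0.75 (standard error 0.20, edgeR's adjusted p = 0.140), with 15.3 and 19.8 CPM against 34.4 and 24.6 CPM, and it passed the threshold under DESeq2. For both genes the nude and BALB/c libraries were below both C57J libraries. Ndrg4 (chromosome 8) had a log2 fold change of -0.46 (standard error 0.21, edgeR's adjusted p = 0.396), but BALB/c at 144 CPM was above C57J 2 at 139 CPM. Without C57J 1, the library of the other batch, the log2 fold change of Ndrg4 was -0.08. Over the 32 LS subclusters, both libraries were below both C57J libraries in 21 for Grm7, 18 for Ndrg4 and 10 for Glp1r. The subclusters come from the same libraries and are not independent. These counts therefore cannot be set against the 16.7% that chance gives in each direction for a single comparison.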

*Grm7* in particular was also reported to be involved in neurodevelopment and myelination^54^. *Synpo* has been shown to be upregulated by the Th2 classic factor IL13^55^, and the results showed that it was only upregulated in BALB/c mice (Fig. S4G), indicating a potential enhancement of memory or fear memory maintenance^56^,^57^. 

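Synpo (chromosome 18) was at 11.9 and 10.1 CPM in LS neurons of the C57J libraries, 9.92 CPM in nude and 16.5 CPM in BALB/c. Relative to the C57J libraries, the log2 ratio was -0.14 in nude and 0.58 in BALB/c, a difference between single libraries that cannot be tested. BALB/c was above both C57J libraries in 19 and nude in 7 of the 32 LS subclusters. The test of both libraries together gave a log2 fold change of 0.26 (standard error 0.25, adjusted p = 0.708 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).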

*Tafa2*, associated with memory maintenance^58^, exhibited a more nuanced regulatory pattern, showing subtype- and strain-specific expression (Fig. S4H). For instance, it was upregulated in LSMN1 of BALB/c mice compared to other strains, though there was no statistically significant difference when considering all LSNs as a whole. 

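Tafa2 was at 420 and 329 CPM in LSMN1 of the C57J libraries, 368 CPM in nude and 556 CPM in BALB/c. Over all LS neurons, Tafa2 (chromosome 10) had a log2 fold change of 0.38 (standard error 0.08, adjusted p = 0.0701 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 415 CPM in nude and 458 CPM in BALB/c, both above the C57J libraries at 343 and 326 CPM. It was higher in both libraries in 16 and lower in both in 3 of the 32 subclusters.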

In summary, while both BALB/c mice and nude mice may exhibit impaired memory acquisition, BALB/c mice may show rigidity in emotional memory (such as fear memory).

### Three-dimensional neuronal heterogeneity in the LS

To systematically analyze three-dimensional neuronal distribution patterns, coronal serial sections were spaced and progressed sequentially along the rostral-caudal axis. Integrating multiplexed error-robust fluorescence *in situ* hybridization (MERFISH) data of the entire LS^59^, the defined LSNs as described above were systematically mapped and classified into four distinct categories based on their three-dimensional spatial distribution signatures (Fig. 4A-D). Incidentally, the spatial segregation patterns were also represented by their relative positioning in UMAP, suggesting a robust structure-gene expression (function-relevant) correspondence.

LSNs predominantly localized within the rostral LS (LSr) were first observed, comprised LSN9, LSN10, LSN12 and LSN14 (Fig. 4A; Fig. S5A). LSN12 was widely distributed on LSr, extending caudally into intermediate and ventral domains. LSN9 occupied a rostral-dorsal niche, transitioning caudally to an intermediolateral distribution, while LSN10 and LSN14 maintained medial positioning. LSN1-6 exhibited predominant dorsal localization with sparse rostral distribution (Fig. 4B; Fig. S5B). Notably, LSN2, LSN4, and LSN5 demonstrated well-circumscribed spatial boundaries. LSN2 was a particularly high-density subcluster in the caudal dorsolateral quadrant, whereas LSN5 concentrated within the caudal dorsomedial region and LSN4 occupied an intermediolateral position. Neuronal subclusters localized within the central LS, including LSN7, LSN8, LSN11, and LSN13, were categorized as a spatially distinct class. This group exhibited sparse representation in both rostral and caudal regions (Fig. 4C; Fig. S6A). Notably, LSN8 and LSN11 shared similar distribution profiles, occupying ventral-biased positions. LSN7, defined by *Crhr2* expression without *Chat*, displayed a dorsal-shifted distribution, demarcating the boundary between the dorsal LS (LSd) and intermediate LS (LSi). Lastly, a category comprising ventral and paraventral LSNs was delineated, including LSN15, LSN16, LSN17, and LSMN4. This category also exhibited exceptionally sparse rostral representation (Fig. 4D; Fig. S6B). In addition, there are also some LS-associated neuron distributions at the junction of LS and adjacent brain regions (Fig. S6C).

Concurrently, the feasibility of employing single-gene markers for precise spatial localization was evaluated, with candidate genes predominantly derived from the established marker gene sets of the aforementioned LSNs. *Foxp2* served as an effective marker for rostral-localized LSNs. Within the rostrointermediate domains, *Nts* exhibited preferential localization to lateral subregions, whereas *Pou6f2* demarcated medial subdivisions (Fig. S7A-C). 

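The mean level of Sst over the 4 libraries was highest in LSN9, with 144 to 209 CPM, followed by LSN6, with 64.4 to 181 CPM, and an unnamed LS subcluster, with 59.1 to 87.0 CPM. LSN9 and the same unnamed subcluster had the highest mean levels of Nts, with 156 to 260 and 88.9 to 175 CPM. Free RNA was not subtracted and adds about as many UMIs to each nucleus: OLs held 0.188, 0.126, 0.159 and 0.202 Sst UMIs per nucleus in C57J 1, C57J 2, nude and BALB/c, against 1.49, 0.994, 1.13 and 3.25 in LSN9.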

While somatostatin (*Sst*) has been extensively studied in the LS and is conventionally associated with dorsal distributions^60^,^61^, the findings here revealed that multiple LSNs expressed *Sst* with insufficient spatial specificity. Notably, a rostral co-expression niche where *Sst* and *Nts* colocalized was observed, challenging the traditional dorsally-restricted *Sst* paradigm. *Col6a3* and *Cpa6* covered the LSd and LSi. Similar to the distribution characteristics of LSN2, *Col15a1* marked the dorsolateral distribution; Similar to the distribution characteristics of LSN5, *Met* and *Ddr2* marked the dorsomedial side (Fig. S7D-F). 

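Crhr2 and Dach2 had their highest mean level in the same LS subcluster, named LSN7 or LSN8 because LSN7 and LSN8 could not be separated. It had 119 to 147 CPM of Crhr2 and 1004 to 1220 CPM of Dach2 over the 4 libraries, and it was at rank 4 for Grid2ip, with 66.6 to 73.0 CPM. Grid2ip was higher in the 3 subclusters of LSN5, with up to 112 CPM.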

The LSNs defined by *Crhr2*, *Dach2*, and *Grid2ip* were highly overlapping, and their characteristics in *in situ* hybridization (ISH) results from the Allen Brain Atlas were also quite similar, all defining medial distribution. *Chat*-positive neurons were rare in the LS and distributed on the ventral side of the LSi (Fig. S8A-C). 

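Chat was highest in the subcluster of LSN7 or LSN8, with 44.8, 50.9, 47.0 and 49.5 CPM in C57J 1, C57J 2, nude and BALB/c. The second highest mean was in LSN9, with 3.61 to 18.9 CPM.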

Along the caudoventral axis, *Otx2/Otx2os1* covered multiple LSNs, with *Esr1* and *Calcr* more concentrated on the ventral side of the LSi (Fig. S8D-F).

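By markers alone, LS neurons with a UMI of both Otx2os1 and Esr1 at 2000 UMIs per nucleus made up 0.226% in C57J 1 (13 of 5741, 95% interval 0.121 to 0.387%), 0.429% in C57J 2 (22 of 5134, 0.269 to 0.648%), 0.551% in nude (36 of 6537, 0.386 to 0.762%) and 0.430% in BALB/c (20 of 4656, 0.263 to 0.663%). Nude was highest, BALB/c differed from C57J 2 by less than counting error, and all intervals overlapped, those of C57J 1 and nude only just. Esr1 over all LS neurons had a log2 fold change of 0.34 (standard error 0.19, adjusted p = 0.492 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 11.3 and 13.8 CPM in the C57J libraries, 18.1 CPM in nude and 13.5 CPM in BALB/c, which was below C57J 2. With each library left out in turn, its log2 fold change ranged from 0.12 to 0.54.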

Overall, the only neuronal subcluster that gained significant enrichment in both nude and BALB/c mice was LSN15, characterized by *Otx2os1* and *Esr1 expression*, exhibiting a caudoventral distribution. Additionally, the intermediate-ventrally located LSN11, which expresses *Calcr*, was elevated only in nude mice. Conversely, neuronal subclusters LSN5, LSN13, LSN14 (mainly marked by *Met* or *Ddr2*) were reduced in both nude and BALB/c mice and localized within medial domains regardless of rostrocaudal position. However, LSN10, LSMN1, and LSXN, which were also located within the medial LS, showed specifically increased expression in BALB/c mice (mainly marked by *Pou6f2* or *Sema3a*). 

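LS neurons with a UMI of both Pth2r and Calcr at 2000 UMIs per nucleus numbered 3 of 5741 in C57J 1, 4 of 5134 in C57J 2, 4 of 6537 in nude and 5 of 4656 in BALB/c, and a difference was not detectable at these counts.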

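Counted by markers at 2000 UMIs per nucleus, LSN5 (Ddr2 and Met) made up 0.453% of LS neurons in C57J 1 (95% interval 0.296 to 0.663%), 0.721% in C57J 2 (0.508 to 0.992%), 0.199% in nude (0.106 to 0.340%) and 0.301% in BALB/c (0.164 to 0.504%). LSN13 (Foxp2 and C1ql3) was found in 10 of 5741, 15 of 5134, 6 of 6537 and 13 of 4656 nuclei, and LSN14 (Ddr2 and Rspo3) in 3, 5, 3 and 3 nuclei of the same totals. The share of nuclei with a Met UMI did not fall, with 4.41% and 5.73% in the C57J libraries, 4.56% in nude and 5.95% in BALB/c, whereas the share with a Ddr2 UMI was 3.41%, 4.69%, 1.84% and 1.80%. Ddr2 (ENSMUSG00000026674, chromosome 1, 169972307 to 170110762) was called lower over all LS neurons, with a log2 fold change of -1.07 (standard error 0.13, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Met had one of 0.17 (0.15, adjusted p = 0.683). Foxp2 UMIs were also in fewer nuclei of nude (12.8%) and BALB/c (11.3%) than of the C57J libraries (17.9% and 16.1%), so the counts by Ddr2 and Foxp2 combine the number of nuclei with the level of the marker.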

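LSMN1 counted by Ecel1 and Sema3a numbered 9, 11, 20 and 15 nuclei in C57J 1, C57J 2, nude and BALB/c, and its log2 ratio to C57J was 0.72 in nude and 0.80 in BALB/c. Ecel1 alone was found in 4.825%, 3.02%, 4.24% and 5.20% of LS neurons and Sema3a in 4.62%, 5.08%, 4.605% and 5.39%, in the same order. Nuclei in which both met by chance were not subtracted, so these counts cannot be read as numbers of LSMN1 nuclei. LSXN counted by Tmem132c and Sema3a made up 0.679% and 0.701% of LS neurons in the C57J libraries, 0.428% in nude (95% interval 0.285 to 0.619%) and 0.687% in BALB/c (0.471 to 0.969%), so that it was not higher in BALB/c by this count.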

Downregulated only in BALB/c mice, LSN2 co-expresses *Col6a3*, *Cpa6*, and *Col15a1* and is strictly localized in the dorsolateral region of the LS (Fig. 4; Fig. S5-8). 

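By markers at 2000 UMIs per nucleus, LSN2 (Cpa6 and Col15a1) was found in 37 of 5741 LS neurons of C57J 1, 27 of 5134 of C57J 2, 36 of 6537 of nude and 16 of 4656 of BALB/c. The share in BALB/c was 0.344% (95% interval 0.197 to 0.557%), below the other 3 libraries, with intervals that overlapped. Cpa6 alone was found in 14.2%, 15.9%, 14.4% and 10.9% of these nuclei and Col15a1 in 3.71%, 3.53%, 3.15% and 2.36%, in the same order. Nuclei in which both met by chance were not subtracted, so these counts cannot be read as numbers of LSN2 nuclei. From the subclusters that it found changed and their positions in the LS, the paper proposes that its dorsal, medial and ventral regions may be more susceptible to peripheral immune influences.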

In other words, the dorsal, medial, and ventral regions of the LS may be more susceptible to peripheral immune influences. Given the identical strain background between nude and BALB/c mice, the T-cell deficiency led to increased reactivity in the ventromedial LSN11 and dorsal LSN2, while the medially-located LSN10, LSMN1, and LSXN showed reduced percentages. 

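Between the nude and BALB/c libraries, the intervals of LSN2, LSMN1 and LSXN did not overlap, those of LSXN only just, and those of LSN11 did. With 1 library of each, the spread between libraries is not known.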

Combined with functional annotation results, these findings suggest that emotional memory may also be modulated by peripheral immune bias.

To assess the evolutionary conservation of LSNs, publicly available human snRNA-seq dataset^5^ derived from the LS was subject to similar analyses (Fig. S9A). Among the human LSNs, *COL6A3* expression was negligible, while *CPA6* exhibited higher cross-species conservation. Combinatorial expression patterns of *COL15A1*, *MET*, and *FGD5* enabled further stratification into three subclusters that showed marked similarity to mouse caudodorsal LSNs (Fig. S9B). Interestingly, mouse caudoventral LSNs characterized by *Esr1* and *Calcr* also demonstrated substantial cross-species conservation (Fig. S9B). Unexpectedly, human LS samples displayed nearly undetectable levels of *NTS* and *CHAT* transcripts (Fig. S9B).

### Spatial-specific subregional projection networks in the LS highlighted *Esr1*-positive neurons as potential therapeutic targets for anxiety

To dissect the functional implications of the spatial topography encompassing heterogeneous LSNs, comprehensive neuroanatomical tracing was performed to map region-specific projection networks. Firstly, a section containing LSr (AP: +0.7 mm, ML: +0.5 mm, DV: -3.5 mm) was selected whose projection network may mainly involve LSN9 (*Nts*-positive), LSN12 (*Foxp2*-positive) and *Sst*-positive LSNs (Fig. 4A, 5A; Fig. S7A-C, S10A). A significant bidirectional projection relationship was found between this subregion and the ventral CA1 (CA1.v) as well as the hypothalamus. In addition, this subregion received projections from the anterior olfactory nucleus (AON), which were related to olfactory induced social and defensive behaviors^62^. This subregion also possessed projections to the periaqueductal gray (PAG) which is related to anxiety, depression, fear learning, defense, and pain regulation^63^,^64^(Fig. 5A; S10A).

Further, a caudal section was selected to investigate the projection networks of the LSd, LSi, and LSv, respectively. In terms of the LSd (AP: +0.1 mm, ML: +0.35 mm, DV: -2.3 mm; Fig. 5B; S10B), the dorsal subregion was spatially demarcated encompassing both the LSd and LSi, rather than the conventional entire LSd, due to the evident projection heterogeneity between the dorsal and ventral compartments of the LSd^65^. The neuronal composition in this subregion consisted of LSN2 (*Cpa6-* and *Col15a1*-positive), LSN3 (*Cpa6-* and *Sall3*-positive), LSN5 (*Ddr2-* and *Met*-positive), and *Sst*-positive LSNs (Fig. 4B; Fig. S7D-F). In addition to bidirectional projections from the hypothalamus and dorsal hippocampus, this subregion also projected to the thalamus and midbrain. Neural signaling from the dorsal CA3 (CA3.d) is known to augment fear-related defensive behaviors in mice^65^.

The projection network within the mid-LS, encompassing the ventral compartment of the LSd and the central subdivision of the LSi (AP: +0.25 mm, ML: +0.5 mm, DV: -3.4 mm; Fig. 5C; S10C) was investigated. This subregion predominantly comprised neuronal subclusters LSN7, LSN2, LSN3, and LSN5 (Fig. 4B, C), which receive ventral hippocampal inputs originating from the CA1.v and ventral CA3 (CA3.v). Notably, CA3.v has been documented to project to the ventrolateral LSd, a pathway implicated in suppressing fear-related freezing behavior^65^. Therefore, LSN2 and LSN5, distinguished by their divergent spatial topography and heterogeneity in projection circuitry, likely engage in fear modulation through dissociable mechanisms. Furthermore, LSN7 (expressing *Crhr2*) has been reported to promote anxiety-like behaviors via its projections to the anterior hypothalamic nucleus (AHN)^13^.

Along the Z-axis of the caudal LS (LSc), potential projection circuits within the ventral and ventral-adjacent subregions were further assessed (AP: +0.1 mm, ML: +0.5 mm, DV: -4.0 mm; Fig. 5D; S10D). This compartment exhibits marked heterogeneity in anxiety regulation^6^, likely mediated by divergent projections engaging distinct LSNs, given the extensive spatial overlap of neuronal subpopulations. Notably, the findings here revealed that LSN15 (*Esr1*-positive) exhibited an intermediate-biased distribution within the LSr and proximity LSr, transitioning to a ventral concentration in the LSc (Fig. 4D; Fig. S6B, S8D-F). LSv-derived *Esr1*-positive neurons, previously associated with addiction via projections to the ventral tegmental area (VTA)^10^, may share overlapping neurocircuitry mechanisms underlying both addiction and anxiety phenotypes^66^-^68^. Also, ESR1, an estrogen receptor, has been reported to be associated with anxiety^69^-^71^. Therefore, ESR1 protein levels in the LS were examined and the expression pattern was consistent with RNA localization (Fig. 6A). Both BALB/c and nude mice showed significantly higher expression compared wildtype C57J mice (Fig. 6A, B). Therefore, we speculate that either T cell deficiency or type 2-biased T cell responses may enhance ESR1 expression, ESR1 neurogenesis, and/or protection, thereby promoting anxiety. Meanwhile, there were no statistically significant differences in depressive behavior among strains (Fig. 6C). The impact on depressive responses requires more detailed and thorough investigations. Additionally, projections between the ventral or ventral-adjacent subregions of the LS and the medial amygdala (MEA) were identified, though their functional significance remains to be elucidated (Fig. 5C, D; S10C, D).

### BALB/c mice exhibited enhanced fear memory maintenance

Dorsal LSN2 and medial LSN10, LSMN1, LSXN appeared to be involved in memory acquisition, consolidation, or extinction (Fig. S3D). DEG analyses of LSNs revealed enrichment in fear response and associative learning pathways (Fig. 3F; S4F-H). These findings suggest that nude and BALB/c mice may exhibit perturbations in emotional memory. Among them, LSN2, which was downregulated exclusively in BALB/c mice, was localized in the caudal dorsolateral LS and identified as one of the *Sst*-positive LSNs (Fig. S7C). These *Sst*-positive neurons have been previously reported to inhibit fear and promote fear extinction^14^,^72^. Additionally, LSN2 co-expresses genes include *Cnr1*, *Glp1r* and *Ptchd1*, which have been implicated in memory extinction^73^-^75^. 

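In the subcluster named LSN2 alone, Sst was at 33.3, 26.4, 29.8 and 29.8 CPM in C57J 1, C57J 2, nude and BALB/c, rank 11 of the 32 LS subclusters. In that of LSN2 or LSN3 it was at 30.5 to 36.8 CPM, and in the small one of LSN1 or LSN2 at 29.6 to 89.6 CPM. Free RNA was not subtracted: per nucleus, the subcluster named LSN2 alone held 0.372, 0.254, 0.299 and 0.515 Sst UMIs, against 0.188, 0.126, 0.159 and 0.202 in OLs.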

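For Cnr1, the subcluster named LSN2 alone was at rank 3 of the 32 LS subclusters, with 172 to 215 CPM over the 4 libraries, after subclusters of LSN5 and LSN6. Glp1r ranked second there, with 102 and 84.1 CPM in the C57J libraries, 25.9 CPM in nude and 42.3 CPM in BALB/c. Ptchd1 was highest in the subcluster of LSN1 or LSN2, with 168 to 208 CPM, and second in the subcluster named LSN2 alone, with 133 to 158 CPM.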

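In the subclusters whose names include LSN5, the mean level of Sst was 20.0, 20.7 and 19.6 CPM, ranks 28, 25 and 30 of the 32 LS subclusters, near the lowest mean of 17.3 CPM. Per nucleus, they held 0.0955 to 0.234 Sst UMIs, near the 0.126 to 0.202 of OLs, so expression of Sst in these subclusters is not separable from free RNA.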

Meanwhile, LSN3 and LSN5 subpopulations were identified, which occupy similar spatial positions but did not express *Sst* (Fig. 6D; S7C). Among them, LSN5 was located medially and exhibited spatial overlap with parvalbumin (PV)-positive neurons^65^, which likewise lack *Sst* expression and are known to play a key role in fear acquisition^14^. 

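The subclusters of LSN5 or LSN6 were at ranks 2 and 3 of 32 for Ddr2 and at ranks 1 and 2 for Met. Within the larger of these, Ddr2 was at 132 and 128 CPM in the C57J libraries, 49.5 CPM in nude and 55.6 CPM in BALB/c. Met was there at 211 and 256 CPM in the C57J libraries, 173 CPM in nude and 198 CPM in BALB/c.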

Notably, LSN5, which was downregulated both in nude and BALB/c mice, was also marked by genes such as *Ddr2* and *Met*, which have also been implicated in fear acquisition^76^. Since the dorsolateral LS has been reported to exhibit functional heterogeneity in fear modulation^6^,^65^ (Fig. 6D), fear response differences in mice with different immune backgrounds were further investigated. During fear acquisition, both BALB/c and nude mice showed delayed fear encoding, yet BALB/c mice displayed significantly higher freezing rates (Fig. 6E-J). No significant differences were observed in contextual or tone-cued fear tests across strains, whereas BALB/c mice exhibited pronounced fear extinction deficits over time (Fig. 6K-O). Given that nude and BALB/c mice share similar phenotypes of high anxiety-like behaviors (likely associated with reduced myelination, astrocytic dysfunction, and increased *Esr1*-positive LSNs), these findings suggest a potential dissociation between heightened anxiety and delayed fear extinction, the latter which might be linked to LSN2. Meanwhile, LSN10, LSMN1, and LSXN subpopulations may also play similar roles, potentially contributing to memory consolidation.

## Discussion

The lateral septum (LS) exhibits evolutionarily conserved mechanisms in regulating emotional circuitry and has specialized in primates to form more complex social adaptation modules, which could be critical for species survival. However, the neuronal composition, molecular signatures, and three-dimensional spatial topography of LSNs remain poorly understood. In this study, 22 LS associated neurons were identified using snRNA-seq and integrated MERFISH and ISH data to spatially map all neurons within a three-dimensional LS atlas. It is rather striking that overall, neurons that are anatomically colocalized tend to share similar transcriptomic features as indicated by adjacent positions on the UMAP plot. It remains to be investigated their relationships during development. Functional annotations and predictions were further established by correlating neuronal transcriptomic profiles, projection patterns, and behavioral analyses in three mouse strains including wildtype C57J, and two immune abnormal strains, nude and BALB/c (both originate from the same genetic background). Given the prominent circulatory immune dys-regulation observed in LS dysfunction-associated psychiatric disorders, neuronal and non-neuronal alterations in the LS were comparatively analyzed across the aforementioned mouse strains. This work highlights potential interactions between LS function and peripheral as well as central immune status in the context of mood regulations and fear learning (Fig. S12).

The functional heterogeneity of the LS under physiological conditions arises from its complex topographic-projection architecture and overlapping boundaries between neuronal subpopulations. However, environmental factors can also influence LSN characteristics to alter corresponding functions. Beyond local microenvironmental influences, accumulating evidence suggests that peripheral circulatory factors, including immune and hormonal status, participate in central neural circuit regulation, modulating behaviors such as anxiety, fear, social interaction, and cognition^69^,^71^,^77^-^80^. Nonspecific depletion of T cells has been shown to impair central nervous system (CNS) development by reducing synaptic plasticity and myelination, leading to anxiety and cognitive dysfunction^41^,^81^,^82^. Intriguingly, CD4-T cell reconstitution rescues these phenotypes, whereas CD8-T cells do not^20^. Paradoxically, both BALB/c mice (a high-anxiety model) and anxiety patients with 22q11.2 deletion syndrome exhibit elevated CD4+/CD8+ ratios^27^, suggesting that helper T cells, primarily functioning through cytokine secretion, play a critical role in emotional regulation, with outcomes influenced by cytokine secretion biases. Notably, Th2-skewed immunity does not always correlate with emotional disorders: while Th2 dominance characterizes diseases like atopic dermatitis and asthma, only a subset of these patients develops trait anxiety, which further correlates with elevated Th2-related cytokine levels^26^. Interestingly, IL-4 and IL-13, classic type 2 cytokines, are generally observed to exert neuroprotective effects in the adult CNS. However, enhanced Th2 reactivity during developmental stages can lead to CNS developmental abnormalities (including demyelination)^30^. These findings indicate that simplistic Th1/Th2 polarization cannot fully explain the complexity of immune-neural crosstalk. Future studies should distinguish between developmental and trait effects. Based on the observations in this study, BALB/c mice with CD4-T cell predominance and Th2-skewed response displayed heightened anxiety, while CD4-/CD8-T cell-deficient nude mice also exhibited similar high-anxiety phenotypes. Subsequent investigations revealed that both BALB/c mice and nude mice shared pathological features of myelination deficits and astrocyte dysfunction—both proven to be anxiogenic mechanisms. This suggests that either the absence of T cells or their polarized response patterns (e.g., Th2 bias) may disrupt CNS glial support systems via distinguished mechanisms^30^,^83^, ultimately manifesting as overlapping anxiety-related neuropathology.

ESR1 (also known as estrogen receptor α) -positive neurons are predominantly distributed in the BNSTpr (Bed nuclei of the stria terminalis, posterior division, principal nucleus), MEA (Medial amygdala), MPO (Medial preoptic area) and VMHvl (Ventromedial hypothalamic nucleus, ventrolateral part), with moderate expression levels observed in the AHN, LSv, and PAG^84^. While these neurons exhibit distinct functional properties across different brain regions, they share a common characteristic of being highly responsive to peripheral environmental changes^85^. In this study, limited *Esr1* expression was observed in the LSv or adjacent LSv regions, encompassing LSN15 and LSMN3 subpopulations. 

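After the LSN15 subclusters of 202 and 752 nuclei, LSMN3 had the third highest mean level of Esr1 in LS neurons, at 74.9, 58.0, 75.1 and 51.5 CPM in C57J 1, C57J 2, nude and BALB/c. The remaining LSN15 subcluster, of 714 nuclei, followed with 43.5, 51.3, 34.1 and 22.2 CPM.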

The proportion of LSN15 was significantly increased in both nude mice and BALB/c mice. Gene expression enrichment analyses suggested that LSN15 might exhibit robust ciliary activity and hormone receptor expression, establishing a biological foundation for heightened environmental responsiveness, as previously reported^85^. In terms of function, *Esr1*-positive neurons exhibit a high degree of heterogeneity. *Esr1*-positive neurons in the MPO promote maternal behaviors, whereas those in the BNSTpr suppress such behaviors^86^. Notably, *Esr1*-positive neurons in most brain regions show increased activity during aggressive behaviors (regardless of gender), with the LSv being a notable exception^84^. Consequently, *Esr1*-positive neurons in the LSv are considered to be involved in inducing and maintaining aversive responses to stimuli^87^. A recent study demonstrated that *Esr1*-positive neurons in the LSv contribute to addiction-like behaviors^10^. Given addiction and anxiety often co-occur and are regulated by shared neural circuits^88^, *Esr1*-positive neurons may also play an anxiety-provoking role, including excessive aversion to open spaces and light stimuli. Although no direct evidence currently establishes *Esr1*-positive LSNs as being directly involved in anxiety behaviors, several lines of evidence support their potential role (regardless of gender): 1) elevated *Esr1* expression has been observed in anxiety-prone mice^70^,^89^, 2) specific activation of *Esr1* has been shown to induce anxiety-like behaviors^90^, 3) genome-wide association studies (GWAS) of human anxiety disorders and post-traumatic stress disorder (PTSD) cohorts have also identified disease-linked *ESR1* variants^71^,^78^,^91^. Taken together, we reasonably speculate that *Esr1*-positive LSNs are likely implicated in promoting anxiety. To investigate impact of peripheral immune regulation on LSN15, further studies will examine *Esr1* activation patterns and behavioral outcomes in an ovalbumin (OVA)-induced murine model, which is characterized by enhanced Th2 reactivity and anxiety-like phenotypes^92^,^93^.

Regarding depressive phenotypes, GABAergic *Esr1*-positive neurons in the MPO have been shown to exert antidepressant effects^94^. However, no statistically significant differences were observed among the three mouse strains. Of note, considering that *Esr1* functions may vary significantly depending on projection patterns and brain regions, it remains challenging to definitively determine which specific neuronal subpopulations contribute to depression. Additionally, *Esr1* exhibits pronounced brain region-specific sexual dimorphism, yet it is consistently involved in the regulation of multiple key emotional behaviors^71^,^84^,^95^. The observed phenomena and derived interpretations in this study are mainly applicable to male mice; thus, extrapolation to female mice requires additional considerations.

It is noteworthy that, in addition to potential direct immune factors, mice from a BALB/c background (including nude mice) exhibit other pro-anxiety mechanisms. Compared to C57J mice, BALB/c mice show higher levels of corticosterone, leading to dysregulation of the hypothalamic-pituitary-adrenal (HPA) axis negative feedback and promoting anxiety^96^. Similarly, dysregulation of glutamatergic signaling and BDNF modulation is also a significant contributor to anxiety in BALB/c mice^97^, which may be indirectly influenced by gut-immune interactions^98^. Consequently, BALB/c mice inherently possess a higher baseline stress sensitivity^99^. Under T cell deficiency, nude mice exhibited impaired myelination and synaptic pruning^83^,^100^, which may involve the superimposed effects of the aforementioned pathways, thereby maintaining or exacerbating strain-related anxiety phenotypes. However, nude mice display lower HPA axis reactivity^101^, in contrast to BALB/c mice, which theoretically should reduce anxiety—yet this is contradicted by actual behavioral observations. These findings also suggest that corticosterone levels and the HPA axis may be indirectly or directly affected by immune disturbances. Therefore, the mechanism leading to anxiety is likely the result of multiple interacting factors.

In traditional studies, neuropeptides serve as functional markers for neuronal classification. SST-positive neurons are typically described in the LSd and recognized as key inhibitory neuropeptide markers in the LS, often expressed in GABAergic neurons^60^. However, this current study revealed a broader distribution of *Sst*-positive neurons, potentially spanning subpopulations LSN2, 6, 9, 10, and 12. These mainly reside in the LSr and dorsal LSc, with sparse distribution in the LSi and LSv. Given the significant divergence in their transcriptomic signatures, we hypothesize that *Sst*-positive neurons in distinct spatial domains may exert divergent or even opposing functions. CA3.d projections target PV-positive neurons in the head of dorsal LSc, enhancing fear responses, whereas CA3.v projections innervate SST-positive neurons in the tail of dorsal LSc, suppressing fear^65^. In this study, LSN2, which received CA3.v inputs, was found markedly reduced in BALB/c mice, thereby disinhibiting fear. Since PV and SST expression rarely overlap, the sparse PV-positive neurons in the dorsal-medial of the LSd likely originate from LSN3 and LSN5. These neurons promote fear, yet are both reduced in both nude mice and BALB/c mice, underlying their heterogeneous fear-test responses. Additionally, *Sst*-positive neurons in LSr or adjacent subregions mainly derive from LSN6 (*Ddr2*, *Met* and *Etv1* positive), LSN9 (*Nts* and *Chga* positive), LSN10 (*Pth2r* and *Pou6f2* positive) and ​LSN12 (*Foxp2* and *Ndst4* positive) subpopulations, which warrant more nuanced investigation for functional annotation.

While the projections and functional studies of the medial LSi remain limited, the highly heterogeneous neuronal composition within this subregion underscores its potential significance. Neuronal clusters ​LSXN, LSMN1, LSN10, and LSN14 are densely localized in the medial LSi near LSr. Notably, ​LSMN1 and LSN10 are ​elevated exclusively in BALB/c mice, suggesting their potential involvement in ​peripheral immune-neural crosstalk. The medial LSi is predominantly populated by ​LSN5 and LSN6, which, as previously described, may participate in ​fear regulation. The spatial segregation of these clusters within medial LSi highlights a potential subregional role as another ​functional hub integrating environmental cues (e.g., immune signals) with emotional behaviors. Future studies should delineate how LSi subdomains coordinate these processes through distinct projection targets (e.g., hypothalamus, amygdala) and molecular pathways.

Here, we would like to emphasize that the major value of this study is the construction of a three-dimensional (3D) neuronal atlas of the entire LS in not only wildtype C57J mice but also two genetically-linked mice with different immune abnormalities, i.e. BALB/c (Th2-skewed immunity) and nude (T cell deficient) mice. Nude mice in this study are *Foxn1* knockout descendants from the BALB/c background. Therefore, even correlative findings between the two strains with abnormal immunity could stem from one gene (i.e., *Foxn1*). 

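Foxn1 (chromosome 11, 78357577 to 78386558 of GRCm38) had 5 UMIs in the nuclei of C57J 1, 2 in C57J 2, 2 in nude and 3 in BALB/c, between 0.0295 and 0.0642 CPM, too few for a comparison between libraries.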

The behavioral phenotype and LS neuronal atlas changes as well as non-neuronal cell changes are quite robust and have enabled correlative results to be drawn. Interestingly, such high-throughput data processing has generated correlative suggestions with actual predictive power, e.g., the fear-learning, memory, and extinction phenotypes that were suggested from the transcriptomic data and behaviorally validated. This 3D-neuronal atlas establishes a framework for future mechanistic and causal studies aimed at developing prospective therapeutic strategies for emotional disorders via peripheral interventions.

Nevertheless, this study still has several limitations. The identification of subpopulations and DEG analysis in snRNA-seq depend on nuclear mRNA and its precursor expression, which may differ from cytoplasmic mRNA and protein levels. Thus future research should incorporate more specific causal studies.

## Materials and Methods

### Animals

All animal experiments and procedures were approved by the Institutional Animal Care and Use Committee (TJAA06621110) of Tongji University, Shanghai, China. This present study involves male mice of three different genetic backgrounds, including C57BL/6JNifdc, BALB/c, and BALB/c nude. They were purchased from Charles River Laboratories (Beijing) at 8 weeks of age. The mice were housed in an SPF environment within a laboratory animal facility, which was maintained at temperatures between 21°C and 23°C and humidity levels of 40% to 60%, under a 12 h light/dark cycle, with access to food and water *ad libitum*.

### Estimation of sample size

This study was an exploratory study, therefore there was no need to estimate the sample size in advance to meet statistical efficiency. To ensure adequate nucleus yield and minimize batch effects due to individual variability, brain tissues from three mice of the same strain were pooled together and processed as one sample for snRNA-seq. To validate the reproducibility and stability of our experimental strategy, two independent snRNA-seq runs were performed using the C57BL/6J samples. These two independent C57BL/6J samples were generated: C57J-1 and C57J-2, each derived from a separate set of three mice. These datasets showed highly consistent transcriptomic profiles, confirming the robustness of the protocol. 

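The log2 levels of the C57J 1 and C57J 2 libraries had a Pearson correlation of 0.989 across the 18811 genes tested in LS neurons, 0.969 across those of OLs and 0.931 across those of microglia; genes are not independent replicates. In LS neurons, nude and BALB/c had a correlation of 0.992 with each other, and C57J 2 one of 0.981 with nude.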

Nude and BALB/c samples (labeled as Nude and B/C, respectively) were also processed in parallel with C57J-2 using the same protocol. Publicly available C57J snRNA-seq dataset was also incorporated to enhance the accuracy of LSN identification and spatial localization. To further reduce the risk of false-positive or false-negative findings in the identification of DEGs due to individual-level outliers, mRNA- or protein-level validations were performed in an independent cohort of nine mice (three C57J, three nude, and three BALB/c mice). These animals were not used for sequencing but served as biological replicates to confirm key results.

### Tissue processing

Six C57BL/6J, three BALB/C and three nude male mice were deeply anesthetized via intraperitoneal injection of pentobarbital sodium at a concentration of 80 mg/kg, followed by perfusion with ice-cold 1× PBS to remove residual blood. Subsequently, for tissue isolation, the mouse brain was sagittally bisected along the midline, and the lateral septum (LS) tissues were micro dissected under a stereomicroscope on ice-cold PBS to minimize tissue degradation. Samples were flash-frozen in precooled isopentane and stored at -80°C for subsequent nuclei isolation.

### Single nucleus isolation and single-nucleus RNA sequencing

Nuclei were isolated from fresh-frozen tissue, according to the published protocol with the several modifications. Briefly, frozen tissue was Dounce homogenized with 10 strokes of a loose pestle followed by 10 strokes with a tight pestle at 4°C in a low sucrose buffer (0.32 M sucrose, 1 mM KH_2_PO_4_, 1 mM MgCl_2_, 0.2 mM EDTA, 0.1 mM DTT, 3 μM Actinomycin D and Protease/RNase inhibitor) with 0.25% Triton X-100 added. After homogenizing, they were filtered through a 40 μm strainer and mixed with equal volume of high sucrose buffer (2.2 M sucrose). The filtered and mixed crude nuclei preps were gently loaded in high sucrose buffer. Samples were centrifuged at 13,000 × g for 45 min at 4°C. Pellets were rehydrated in concentration gradient sucrose solution with 0.4 U/μL RNase Inhibitor, transferred in new Eppendorf tubes and centrifuged for 5 min at 1,200 × g at 4°C. Finally, purified nuclei were re-suspended in 0.4% BSA PBS Buffer with 0.4 U/μl RNase Inhibitor, stained with trypan blue and counted using cell counting plate. A total of 16,000 estimated nuclei from each sample were loaded on the 10X Single Cell work platform. Library construction was accomplished using the Chromium Single Cell 3' Library according to the manufacturer's guidelines. Finally, libraries were sequenced using the Illumina Novaseq 6000 System platform.

### Single-nucleus RNA sequencing data cleaning and processing

The sequenced reads were aligned to the mouse genome (mm10), using the Cellranger 7.0.1 software. Downstream analyses were mainly processed by the Seurat R package (5.0.0). To filter out low-quality cells, a standard pipeline was established: cells with 200 < features < 6,000, 300 < gene counts < 50,000, mitochondrial gene percentage < 2%, log_10_(nCount_RNA) / log_10_(nFeature_RNA) > 0.8 were retained and genes expressed in less than 3 cells were also removed (Fig. S11A-D). 

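Applied to the 4 libraries, the mitochondrial limit removed 2161 barcodes of C57J 1 (12.7%), 16 of C57J 2, 18 of nude and 263 of BALB/c (2.09%). The upper limit of 6000 genes removed 28, 2, 9 and 215 barcodes, most of them in BALB/c, the library of greatest depth. The ratio of log10 UMIs to log10 genes removed none in either direction. In total, 14836, 14074, 14670 and 12080 barcodes passed.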

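Doublets were predicted here from simulated doublets within each library, at an expected rate of 0.8% per 1000 nuclei, and made up 11.9% of the nuclei that passed in C57J 1, 11.3% in C57J 2, 11.7% in nude and 9.66% in BALB/c. Their median depth was 10668, 8602, 9105 and 14271 UMIs, above that of the nuclei kept, at 5338, 4005, 4430 and 8267 UMIs.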

Subsequently, the doublet rate for each sample was estimated, with an average rate of approximately 10%, indicating acceptable data quality (Fig. S11E, F). To correct for batch effects, an integration strategy based on Robust Principal Component Analysis (RPCA) was applied, using the top 5,000 highly variable genes identified in each sample as anchor features. Prior to integration, predicted doublets were removed to ensure the accuracy of downstream analyses. To visualize clusters, results were generated using Uniform Manifold Approximation and Projection (UMAP) using the top 50 mutual nearest-neighbor corrected PCs. Cells were clustered using the FindClusters function in Seurat with resolution = 2. General cluster identity was determined using previously identified transcriptional markers of cell types, including neuron (*Snap25*), astrocyte (*Gja1*), oligodendrocyte lineage (*Mog*, *Pdgfra*), microglia (*Selplg*), ependymal (*Fam216b*), endothelial (*Flt1*), mural cell (*Rgs5*), and tanycytes (*Tiam2*).

### Marker genes characteristics of LSNs

Previously published^5^ markers were used to identify the neural clusters from the striatum (*Rarb*), medial septum (*Elavl2*), and LS (*Trpc4*). Once the LS associated neurons were extracted, the FindAll-Markers and Dimplot were applied to find the undefined neuronal subclusters. In order to describe the biological definition and function of the subclusters, marker genes of defined subclusters were computed by the FindAllMarkers. The top 200 marker genes from interesting subclusters were selected as the filter gene set for further functional enrichment analysis.

### Differentially expressed genes (DEGs) and Enrichment analysis

DEGs between C57J cohort and BALB/c, nude cohort were calculated by the FindMarkers with the Wilcoxon rank-sum test. Significant DEGs were defined with expression log2 fold change > 0.5 and adjusted *p-*value < 0.05. The number of DEGs across distinct neural subclusters was also calculated. Subsequently, the R package ClusterProfiler was employed to perform gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses on specific gene list. The present terms with a *p-*value below 0.05 were defined significantly enriched. GSEA was performed using gseGO and gseKEGG functions in clusterProfiler, with pathways selected based on |NES| ≥ 1 and *p-*value < 0.05. Visualization was done using ggplot2. Single-cell expression matrices were aggregated into pseudobulk profiles by AverageExpression function in Seurat, followed by normalization via limma package. Finally, the heatmaps of the average expression levels were plotted for the DEGs by pheatmap package.

### Protein interaction network analysis

The upregulated or downregulated genes from different subclusters in nude and BALB/c mice were imported into the STRING database to construct the interconnections of the corresponding proteins. The node relationship data were imported into Cytoscape 3.10.3 software. Protein-protein interaction (PPI) networks were constructed using the degree index to determine the importance of nodes.

### Integration of MERFISH data with snRNA-seq data

To investigate the 3D spatial distribution of neuronal subpopulations, annotated snRNA-seq data were integrated with published MERFISH spatial datasets (500 gene panels)^59^. In brief, the anchor-based transfer method in the Seurat package was employed to migrate cell type annotations from snRNA-seq data to MERFISH data. This approach leverages the principle of canonical correlation analysis (CCA), identifying a shared low-dimensional space between multimodal datasets to enable cross-modality cell type prediction. Specifically, integration analyses were performed for distinct anatomical regions defined in the MERFISH dataset, focusing on cells annotated with the parcellation structure in the lateral septal nucleus caudal part, lateral septal nucleus rostral part, lateral septal nucleus ventral part, and medial septal nucleus. During data preprocessing, the MERFISH dataset underwent LogNormalize normalization to mitigate technical biases caused by variations in sequencing depth across cells. The FindTransferAnchors function was then applied to identify anchors between the reference dataset (snRNA-seq) and the query dataset (MERFISH). This process utilized CCA to co-embed both datasets into a low-dimensional feature space (the first 30 dimensions were selected in this study), capturing shared biological features across modalities. The k.anchor parameter was set at 5 to ensure anchor parameter prediction specificity and stability, while k.score = 30 was used to provide robust scoring of anchors. Following anchor determination, cell type annotation transfer was implemented via the TransferData function. This function performs weighted predictions for each MERFISH query cell in the CCA feature space based on identified anchors, enabling accurate label migration. During prediction, the k.weight parameter was set to 50, meaning that the cell type labels were determined by aggregating information from the 50 nearest-neighbor anchors, thereby enhancing annotation reliability.

### Immunofluorescence analysis

Tissue sections were rinsed three times (10 min each) in 1× PBS containing 0.1% Triton X-100 (T-PBS) followed by a 1 h incubation in blocking solution (containing 2% normal donkey serum, 0.1% Triton X-100, and 1% bovine serum albumin in 1× PBS) at room temperature (RT). And sections were then stained with rabbit anti-IBA1 (1:500, Wako), chicken anti-GFAP (1:2000, Invitrogen), rabbit anti-Estrogen Receptor-α (1:1500, Millipore) overnight at 4°C. Sections were rinsed three times (10 min each) with T-PBS after removing the primary antibodies, and then secondary antibodies donkey anti-rabbit Alexa Fluor 488/647 (1:1000, Jackson Immuno Research), and donkey anti-chicken Alexa Fluor 488 (1:1000, Jackson Immuno Research) were applied for 1 h at RT. Sections were rinsed two times (10 min each) in 1× PBS, and mounted in DAPI Fluoromount (SouthernBiotech). Staining sections were imaged using Zeiss LSM800 laser scanning confocal microscope.

### Open field test (OFT)

Prior to behavioral testing, all mice were allowed a 7-day acclimation period in the facility under standardized conditions (temperature: 22 ± 1°C; 12-h light/dark cycle; *ad libitum* access to food and water) to minimize stress from transportation and environmental novelty. An OFT was applied to assess anxiety-like behavior among mice with different genetic backgrounds. Mice were introduced to a square open-field arena (27.6 × 27.6 cm^2^) for 10 min to test ambulatory episodes total speed and ratio of ambulatory distance in the central area by Activity Monitor 7 ENV-256T software. Considering the sensitivity of BALB/c mice to alcohol, the chamber was cleaned with water instead of alcohol after each trial.

### Elevated plus maze test (EPM)

EPM was also used to assess degree of anxiety-like behavior. Prior to behavioral testing, all animals were acclimated to the testing room about 60 min to minimize stress-induced behavioral variability. The EPM apparatus consisted of two opposing open arms (30 × 5 cm, without walls) and two enclosed arms (30 × 5 × 15 cm, with opaque walls) elevated 50 cm above the floor. Each mouse was gently placed on the central platform facing an open arm, with its body orientation deliberately positioned away from the experimenter to reduce human interference. Locomotor activity was conducted for 5 min under video recording via camera. To eliminate olfactory cues between trials, the maze surfaces were thoroughly cleaned with water and dried with wipes after each subject. For the experimental data analysis, the final results were determined through dual independent scoring conducted by blinded researchers to ensure unbiased quantification.

### Tail suspension test (TST)

Depressive-like behavior was assessed by TST. In brief, mice were suspended by the tail on a horizontal bar (at around 40 cm from the floor) with adhesive tape, and immobility time was recorded during the last 4 min of the 6 min test. Mice were considered motionless when they did not exhibit escape-oriented behavior and passively hung without any body movements.

### Contextual and cued fear conditioning test

Before all experiments, mice were transported to the behavior room and left at least 30 min to acclimate. Individual mouse was placed in a test chamber and received five pairings of conditioned stimulus (30 sec of tone at 85 dB and sound frequency of 5,000 Hz) and unconditioned stimulus (interstimulus interval, 2 min) for fear conditioning. Conditioned stimulus terminated together with a foot shock (2 sec and 0.65 mA) for fear acquisition. The next day, each mouse was placed in the same chamber without any conditional stimulus for 5 min for the contextual tests. After a 2-hour break, each mouse was placed in a modified chamber for a 3-min acclimation period, followed by a 1-min auditory stimulus (85 dB and 5,000 Hz). Tone-cued test data were record for 3 min after sound stimulus. Four days later, the same experiment was repeated for fear extinction test.

### Neural circuit tracing

To comprehensively illustrate LS connectivity patterns, double co-injections were made into the 1) rostral, 2) caudal-dorsal, 3) caudal-intermediate, or 4) caudal-ventral LS. Mice were initially anesthetized with isoflurane and subsequently mounted to the stereotaxic apparatus where they were maintained under anesthetic state. Tracers were delivered iontophoretically using glass micropipettes (O.D. 28-32 µm). A positive 5 µAmp, 7 sec alternating current was delivered for 10 min. Buprenorphine (0.05 mg/kg), an opioid analgesic, was administered via subcutaneous injection once daily on the day of surgery and postoperative day 1 to manage pain. PHAL (2.5%; Vector Laboratories) was co-injected with CTb (647 conjugate, 0.25%; Invitrogen), while AAV (td-tomato; 2×10^13^ GC/mL; Addgene) and FG (1%; Fluorochrome LLC) were injected in combination. Animals were sacrificed with an overdose injection of pentobarbital (6 mg/kg) 7 days following surgeries. Each animal was then trans-cardially perfused with approximately 25 ml of 0.9% NaCl followed by 25 ml of 4% paraformaldehyde solution (PFA; pH 9.5). Brains were post-fixed in 4% PFA for 24 h at 4°C after which they were embedded in 3% Type I-B agarose and sectioned into four series of coronal sections at 50 µm thickness. One of four series was stained for PHAL using the free-floating method. Briefly, sections were transferred to a blocking solution for 1 h. Following three rinses, sections were incubated with 1:1000 concentration of rabbit anti-PHAL antibody for 48 h at 4°C along with blocking solution. Sections were rinsed three times in T-PBS and then soaked for 3 h in the secondary antibody solution (1:1000 concentration of anti-rabbit IgG conjugated with Alexa Fluor 488). Sections were counterstained with the fluorescent Nissl stain NeuroTrace 435/455 (1:1000), mounted, and cover slipped using 65% glycerol. Sections were imaged using an Olympus VS110 virtual slide scanner.

### Real-Time Quantitative Reverse Transcription PCR (qRT-PCR)

Following extraction of total RNA of LS, qRT-PCR was performed to detect the expression of mRNA. Fold changes relative to GAPDH were calculated by 2^-ΔΔCt^ and expressed as means ± standard error of means (SEM). The primer sequence is as follows (5′-3′):

m-*Mbp*-F: GGCGGTGACAGACTCCAAG

m-*Mbp*-R: GAAGCTCGTCGGACTCTGAG

m-*Ivd*-F: GGACGGCGAGTTTCCAGTT

m-*Ivd*-R: CTCCTCGTTTAGCCCGTTGA

m-*Sorl1*-F: AGCAGGAGGGAGTCGAGAC

m-*Sorl1*-R: GTTCCTAGCCGGAGATCGC

m-*Ndn*-F: GAGGTCCCCGACTGTGAGAT

m-*Ndn*-R: TGCAGGATTTTAGGGTCAACATC

m-*Grm7*-F: ACACGGATCGCAAATGCAC

m-*Grm7*-R: CTCCCCGGTAGTCAGCACA

m-*Glp1r*-F: ACGGTGTCCCTCTCAGAGAC

m-*Glp1r*-R: ATCAAAGGTCCGGTTGCAGAA

m-*Ndrg4*-F: GACATCGAGACGCCTTATGGA

m-*Ndrg4*-R: GTGATTGAGACCCACATCATGG

m-*Synpo*-F: CCTGCCCGTAACTTCCGTG

m-*Synpo*-R: GAGCGGCGGTAGGGAAAAG

m-*Tafa2*-F: TAGTGACCTTGTGGGGGAAAG

m-*Tafa2*-R: TTTGGGACCGTTCTTCTATCTTG

m-*Gapdh*-F: AGGTCGGTGTGAACGGATTTG

m-*Gapdh*-R: TGTAGACCATGTAGTTGAGGTCA

### Statistical analysis

All data were analyzed and plotted as means ± SEM using GraphPad Prism9. A Student's t test was used to compare parametric data and the Mann-Whitney test was used for non-parametric data. For multiple-group comparison, data were analyzed with one- or two-way ANOVA analysis. For multiple time point comparisons, data were assessed with repeated measures ANOVA. In all tests, *p* < 0.05 was considered a statistically significant difference.

## Supplementary Material

Supplementary figures.

## Figures and Tables

**Figure 1:**
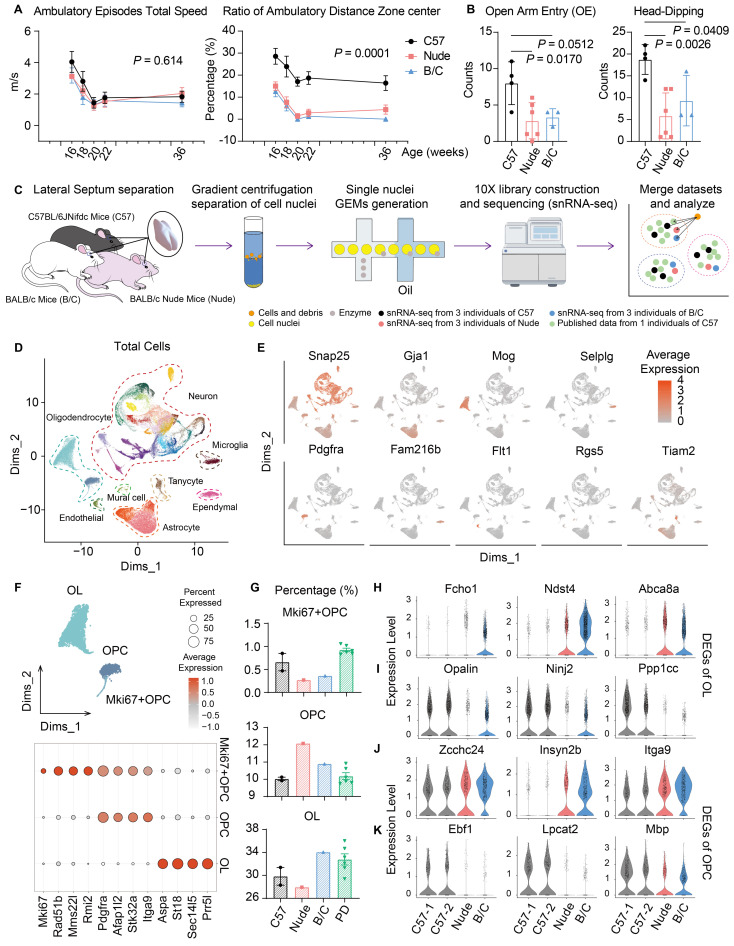
** Increased anxiety and associated myelin deficiency in nude and BALB/c mice. (A)** Open field test, (C57J, n = 6; nude, n = 6; BALB/c, n = 6; repeated measure ANOVA with Bonferroni posttest was used). **(B)** Elevated plus maze test, (C57J, n = 4; nude, n = 6; BALB/c, n = 3; Student's t test was used). **(C)** Schematic of the snRNA-seq of the LS, (C57J, merge 6 individual mice into 2 samples; nude, merge 3 individual mice into 1 sample; BALB/c, merge 3 individual mice into 1 sample). **(D)** Integrated UMAP of here and public snRNA-seq data, showing 8 general cell type annotations according the canonical marker. **(E)** Feature plots show maker gene expression of 8 major clusters. **(F)** The UMAP plot illustrates 3 subtypes of oligodendrocyte lineage. Dot plots were employed to show marker genes of these 3 subtypes (OL: oligodendrocyte; OPC: oligodendrocyte precursor cell). **(G)** Proportions of 3 oligodendrocyte subtypes across three mouse strains (PD: public dataset of C57J mice). **(H-K)** Representative DEGs in OL/OPC subtypes across C57J, nude, and BALB/c mice. All data are expressed as mean ± SEM.

**Figure 2:**
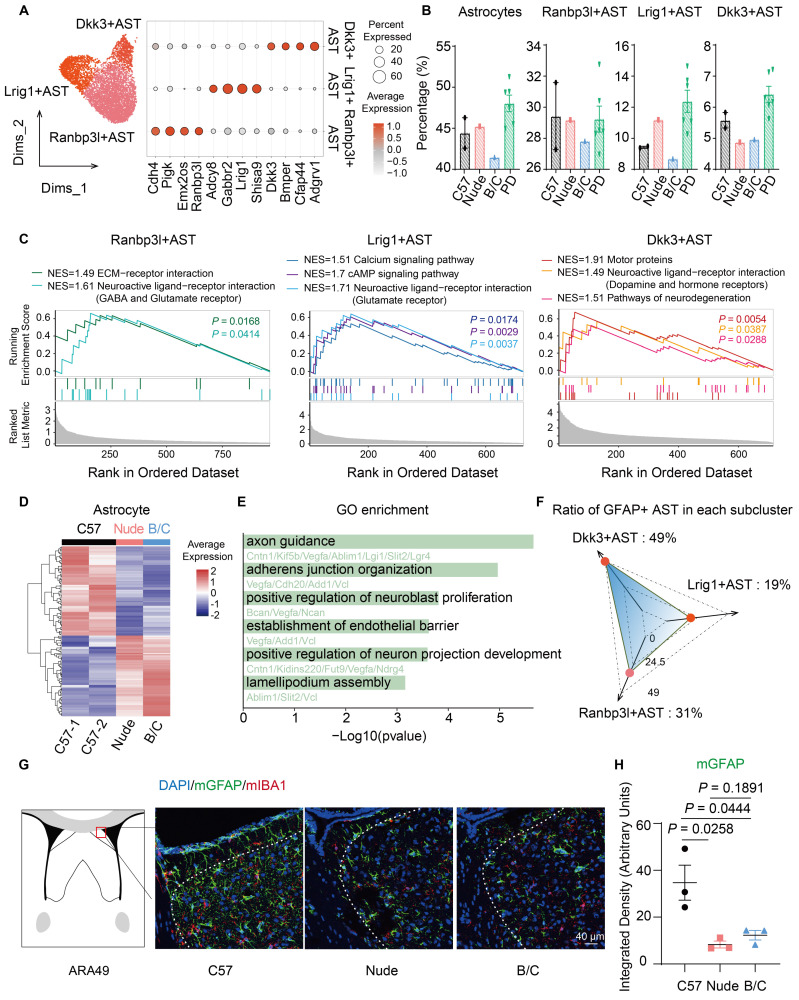
** Altered function and morphology of astrocytes in nude and BALB/c mice. (A)** The UMAP plot presents 3 subclusters of astrocytes, marking with *Dkk3*, *Lrig1* and *Ranbp3l*, respectively. Other marker genes were illustrated by the dot plot. **(B)** Proportions of total astrocytes and subclusters across mouse strains. **(C)** GSEA showed significantly enriched signaling pathways of subclusters. **(D)** Heatmap of DEGs in total astrocytes between C57J mice cohort and nude, BALB/c mice cohort. **(E)** Enriched GO terms of downregulated genes in nude and BALB/c mice, compared to C57J mice. **(F)** Radar plot of GFAP-positive cell percentage in each astrocyte subcluster. **(G)** Immunofluorescent staining of GFAP and IBA1 in mouse LS. **(H)** Quantitative analysis of the fluorescence intensity of GFAP-positive signals (mean ± SEM, n = 3). Student's t test was used.

**Figure 3:**
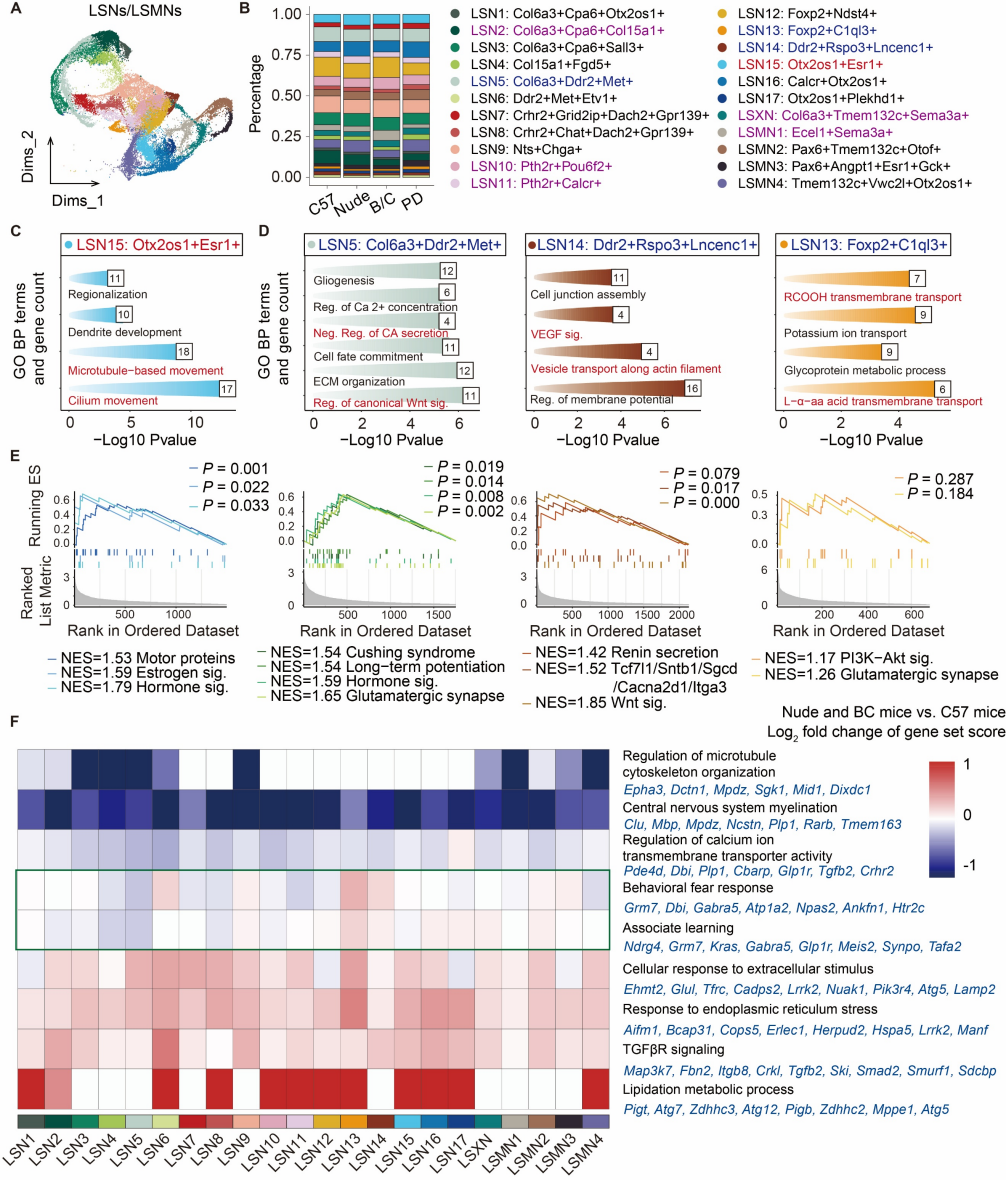
** Different immune and genetic backgrounds show the functional heterogeneity of neuronal subtypes in the LS. (A)** UMAP plot showing 22 neuronal subclusters with distinct transcriptome patterns. **(B)** Proportions of 22 neuronal subclusters within each cohort. **(C, D)** GO enrichment analysis of interested LSNs. Compared with C57J mice, LSN15 was upregulated both in nude and BALB/c mice **(C)**, while LSN5, 13, 14 were downregulated both in nude and BALB/c mice **(D)**. **(E)** GSEA analysis of the corresponding LSNs mentioned above. **(F)** The heatmap shows the log2 fold change (log2FC) of scores of interested gene set in 22 LS associated neurons, comparing nude and BALB/c mice to C57J mice. Representative genes of each interested gene set are indicated in blue.

**Figure 4:**
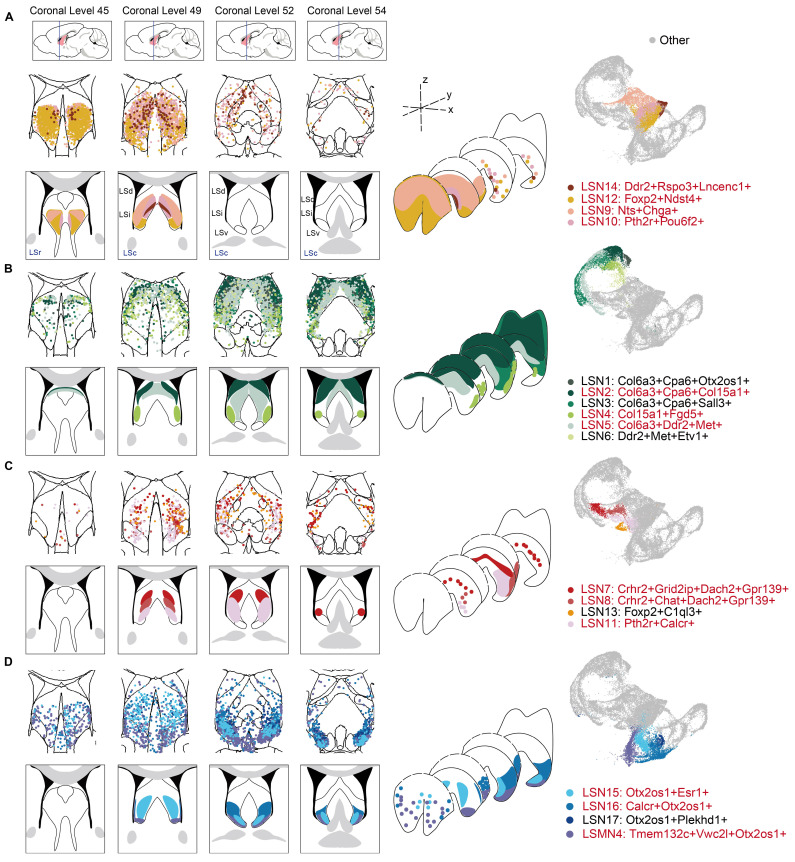
** Three-dimensional neuronal heterogeneity in the LS.** Spatial plot showing the distribution of LSNs in the MERFISH dataset across 4 representative coronal sections along the anterior-posterior axis: +0.945 mm (coronal level 45), +0.545 mm (coronal level 49), +0.245 mm (coronal level 52), +0.02 mm (coronal level 54). **(A)** From left to right, LSNs concentrated within rostral LS were displayed in 4 coronal sections, 3D structures, and UMAP plot, respectively. **(B)** shows the LSNs distributed within caudal-dorsal LS, **(C)** shows the LSNs distributed within caudal-intermediate LS, and **(D)** shows the LSNs distributed within caudal-ventral LS.

**Figure 5:**
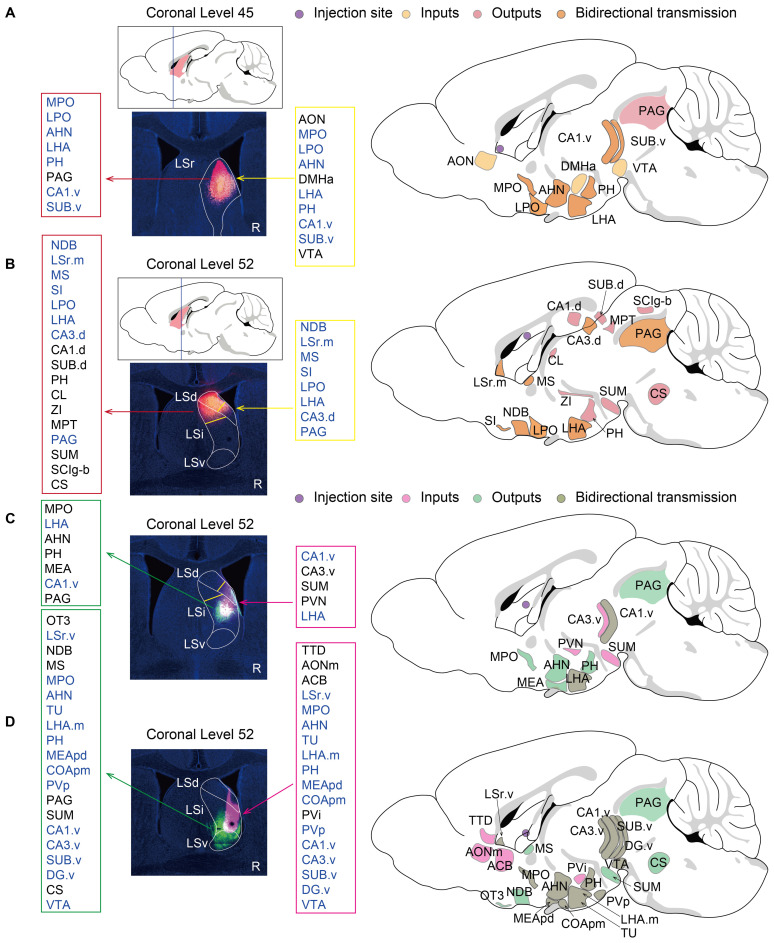
** Spatial-specific subregional projection networks in the LS.** The left panels represent the actual injection sites, while the right side provides a schematic diagram of injection sites and projection network. The framed annotations on both sides of the injection sites specify the input and output projections of the respective LS subregion (R-label means the right hemisphere of the mouse brain). **(A)** The Bregma level is +0.7 mm, and the injection site is within rostral LS. **(B-D)** The Bregma level is +0.1 mm. The injection site of **(B)** is within caudal-dorsal LS, **(C)** is within caudal-intermediate LS, and **(D)** is within caudal-ventral LS.

**Figure 6:**
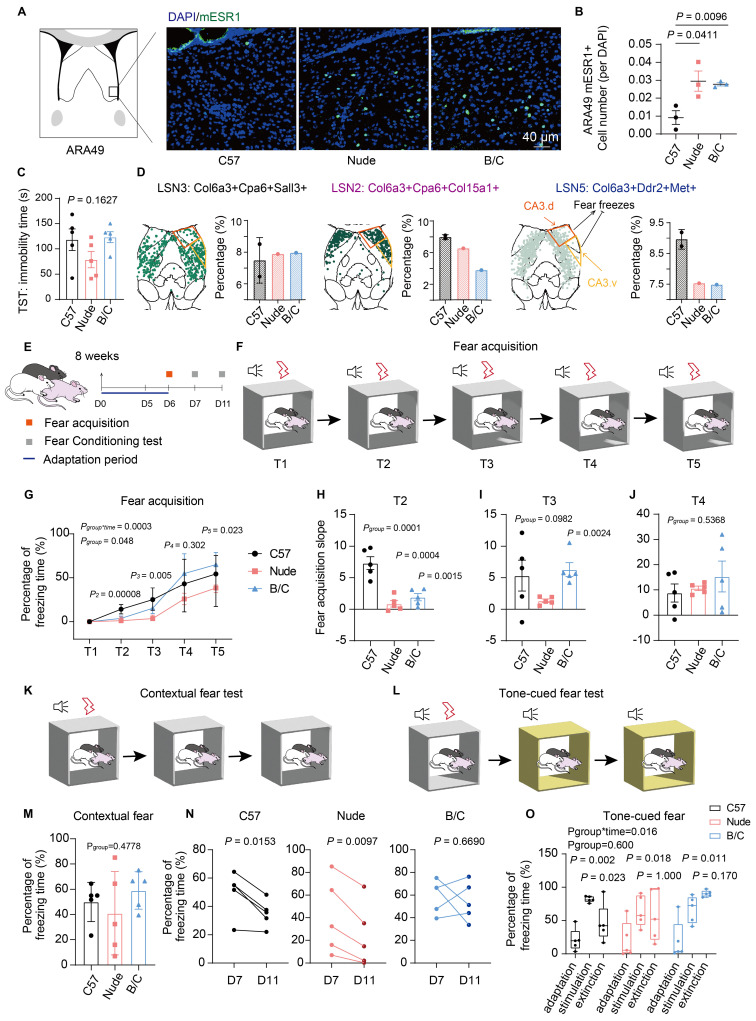
** BALB/c mice exhibited enhanced fear memory maintenance. (A)** ESR1 immunofluorescence imaging of the magnified ventral LS. **(B)** Quantitative analysis of the ESR1-positive cell counts per DAPI among C57J, nude and BALB/c mice (mean ± SEM, n = 3, Student's t test was used). **(C)** Statistical analysis of the duration of immobility in the TST among mouse strains (mean ± SEM, n = 5, one-way ANOVA was used). **(D)** Spatial localization of LSN2, 3, 5 in one representative section and the ratio difference across strains. The orange framework represents the projection of CA3.d, which participates in fear enhancement, while the yellow framework represents the projection of CA3.v, which participates in fear suppression. **(E)** Schematic diagram showing the experimental procedures of fear behavioral test. **(F)** Schematic diagram of fear acquisition. **(G)** Line chart showing the changes in freezing time ratio of different mouse strains with fear training (mean ± SEM, n = 5, repeated measure ANOVA with Bonferroni posttest and sample effect analysis were used). **(H-J)** Statistical analysis of the slopes of fear acquisition of three mouse strains at the T2, T3, and T4 stages (mean ± SEM, n = 5, one-way ANOVA and Student's t test were used). **(K)** Schematic diagram of contextual fear test. **(L)** Schematic diagram of tone-cued fear test. **(M)** Statistical analysis of the contextual fear test on D7 (mean ± SEM, n = 5, one-way ANOVA was used). **(N)** Statistical analysis of the contextual fear extinction of three mouse strains during the period from D7 to D11 (Scatter plot, n = 5, paired t test was employed). **(O)** Tone-cued fear and fear extinction of three mouse strains on D7 were illustrated by boxplot (Median ± upper and lower quartiles, n = 5, repeated measure ANOVA with Bonferroni posttest and sample effect analysis were used).

## Abbreviations

LS: lateral septum
MERFISH: multiplexed error-robust fluorescence *in situ* hybridization
ESR1: estrogen receptor α
snRNA-seq: single-nucleus RNA sequencing
MS: medial septum
PTSD: post-traumatic stress disorder
LSd: dorsal lateral septum
LSi: intermediate lateral septum
LSv: ventral lateral septum
LSr: rostral lateral septum
SST: somatostatin
CRHR2: corticotropin-releasing hormone receptor 2
AHN: anterior hypothalamic nucleus
CA1.d: dorsal CA1
CA3.d: dorsal CA3
OLs: oligodendrocytes
OPCs: oligodendrocyte precursor cells
DEGs: differentially expressed genes
GSVA: Gene Set Variation Analysis
GSEA: Gene Set Enrichment Analysis
STR: striatum
LSNs: lateral septum neuronal subclusters
LSXN: lateral septum complex neuronal subcluster
LSMN: neuronal subclusters localized at the interface between the LS and adjacent brain regions
Neg. Reg. of tRS/T-K: Negative regulation of transmembrane receptor protein serine/threonine kinase
PPI: protein-protein interaction
ISH: *in situ* hybridization
CA1.v: ventral CA1
AON: anterior olfactory nucleus
PAG: periaqueductal gray
CA3.v: ventral CA3
VTA: ventral tegmental area
MEA: medial amygdala
PV: parvalbumin
BNSTpr: bed nuclei of the stria terminalis, posterior division, principal nucleus
MPO: medial preoptic area
VMHvl: ventromedial hypothalamic nucleus, ventrolateral part
GWAS: genome-wide association studies
OVA: ovalbumin
HPA: hypothalamic-pituitary-adrenal
RPCA: Robust Principal Component Analysis
UMAP: Uniform Manifold Approximation and Projection
KEGG: Kyoto Encyclopedia of Genes and Genomes
CCA: canonical correlation analysis
OFT: open field test
EPM: elevated plus maze test
TST: tail suspension test
PFA: paraformaldehyde

# Supplementary material for: Spatial Cell Atlas of Lateral Septum Reveals Changes Underlying Anxiety and Fear Learning Deficits in Mice with Abnormal Immunity
**Source:** Int J Biol Sci. 2025 Oct 1;21(14):6389–410. doi: 10.7150/ijbs.117249
**Supplement:** Supplementary file 1 — Supplementary figures.

## Supplementary materials

### **Spatial Cell Atlas of Lateral Septum Reveals Changes Underlying Anxiety and Fear Learning Deficits in Mice with Abnormal Immunity**

Yian Wang<sup>1,†</sup>, Wenxia Gao<sup>1,†</sup>, Xueyan Yang<sup>1</sup>, Zirui Liu<sup>1</sup>, Hisham Al-Ward<sup>1</sup>, Orion R Fan<sup>1</sup>, Yiming Shao<sup>1</sup>, Liqiang Zhou<sup>2</sup>, Bo Jing<sup>3</sup>, Qianxiang Wu<sup>1</sup>, Wenmin Zhu<sup>2,✉</sup>, Wei Chen<sup>1,✉</sup>, Yi Eve Sun<sup>1,✉</sup>

† Equal contribution

Wenmin Zhu: . Wei Chen: . Yi Eve Sun:  and .

between C57J mice cohort and nude, BALB/c mice cohort. **H** The heatmap illustrates the enrichment terms calculated by GSVA across astrocyte subclusters. **I** Percentage of microglia across three mouse strains based on snRNA-seq data. **J** Quantitative analysis of the number of IBA1-positive cells per unit (mean  $\pm$  SEM, n = 3, Student's t test was used) based on the immunofluorescence staining. **K** Heatmap of DEGs of microglia between C57J mice cohort and nude, BALB/c mice cohort. **L, M** PPI network of upregulated genes (**L**) and downregulated genes (**M**) in microglia of nude and BALB/c mice cohort, compared to C57J mice cohort.

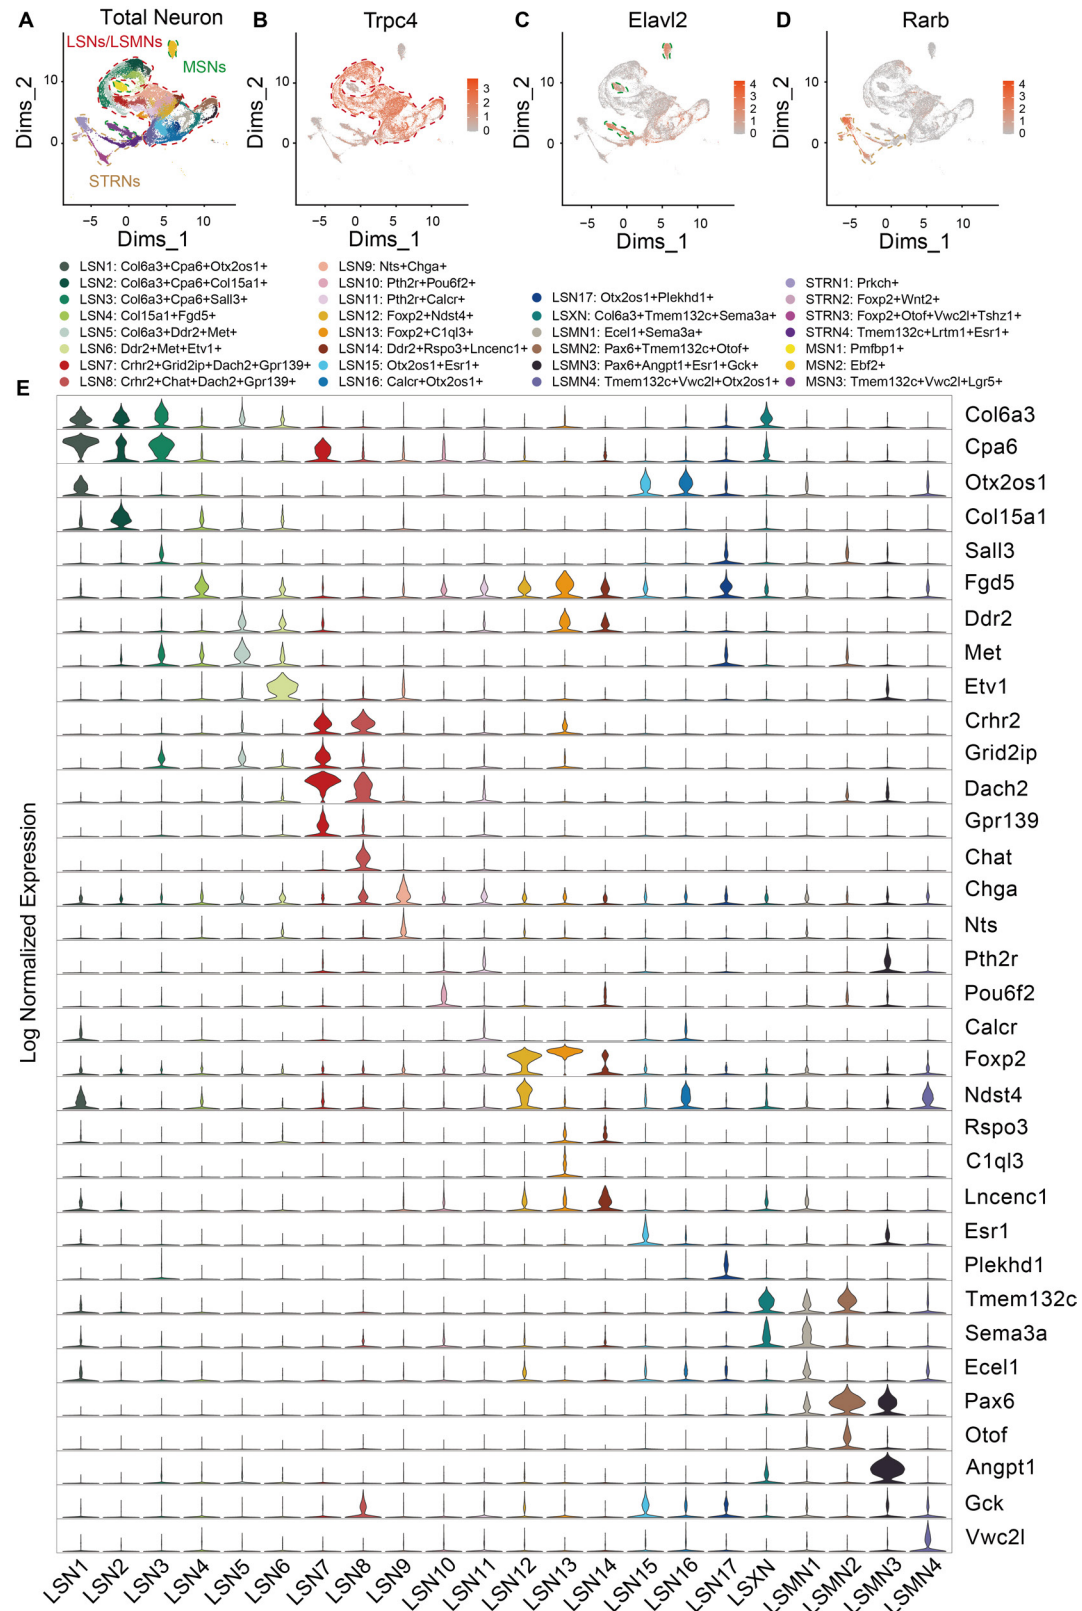

**Fig. S2 Marker genes of cell clusters.** **A** UMAP plots of total neurons. **B-D** Feature plots demonstrate brain region specificity neurons of LS (**B**), MS (**C**) and striatum (**D**). **E** The stacked violin plot displays the expression patterns of signature genes in distinct LS associated neurons.

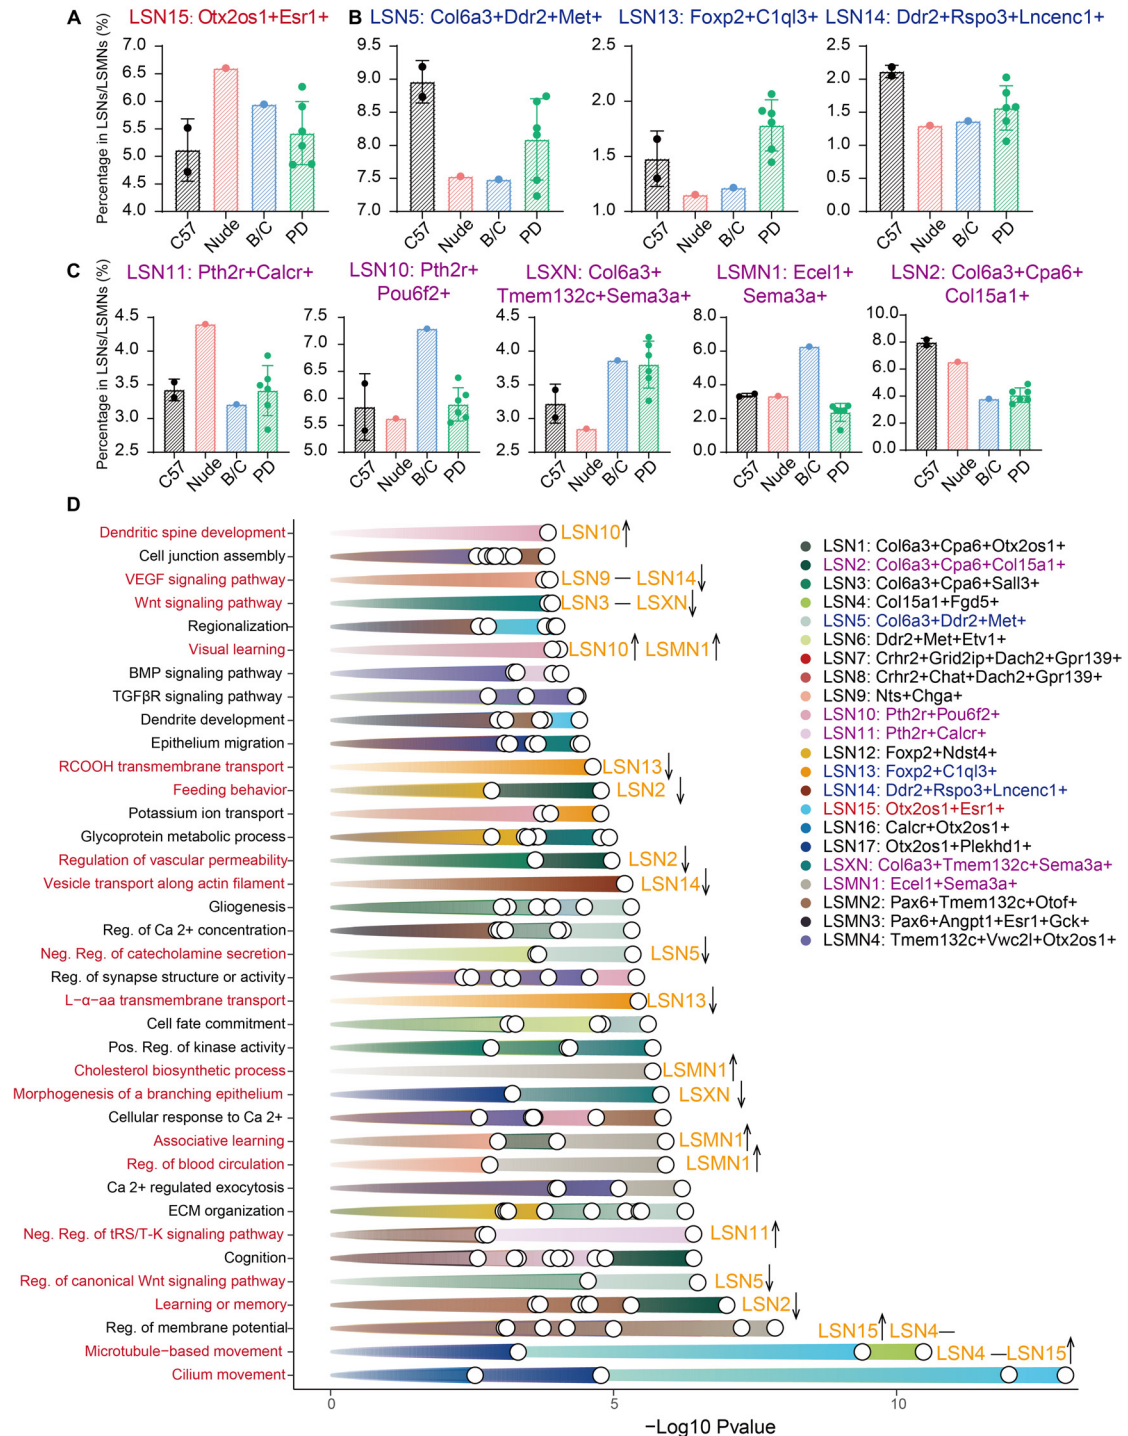

**Fig. S3 Differences in neurons proportion and functional annotations. A** Compared to C57J, LSNs increased in both nude and BALB/c mice. **B** LSNs decreased in both nude and BALB/c mice. **C** LSNs with specific changes in nude or BALB/c mice. **D** GO analysis revealed enriched biological process in total LS associated neurons. The terms marked in red indicate that they have LSNs specificity rather than global function. A solid arrow indicates that the proportion of these LS associated neurons changes in nude and/or BALB/c mice.

The left shows the schematic of qRT-PCR of mouse LS, and the right shows the mRNA expression level across three strains (mean  $\pm$  SEM, n = 3, Student's t test was used). **E** Bar chart of the number of DEGs in specific LS associated neurons (total 22 neuronal subtypes). **F-H** The top heatmap shows the sequencing gene expression levels in LSNs across the three mouse strains, and the bottom plot shows the mRNA expression levels verified by qRT-PCR across three strains (mean  $\pm$  SEM, n = 3, Student's t test was used).

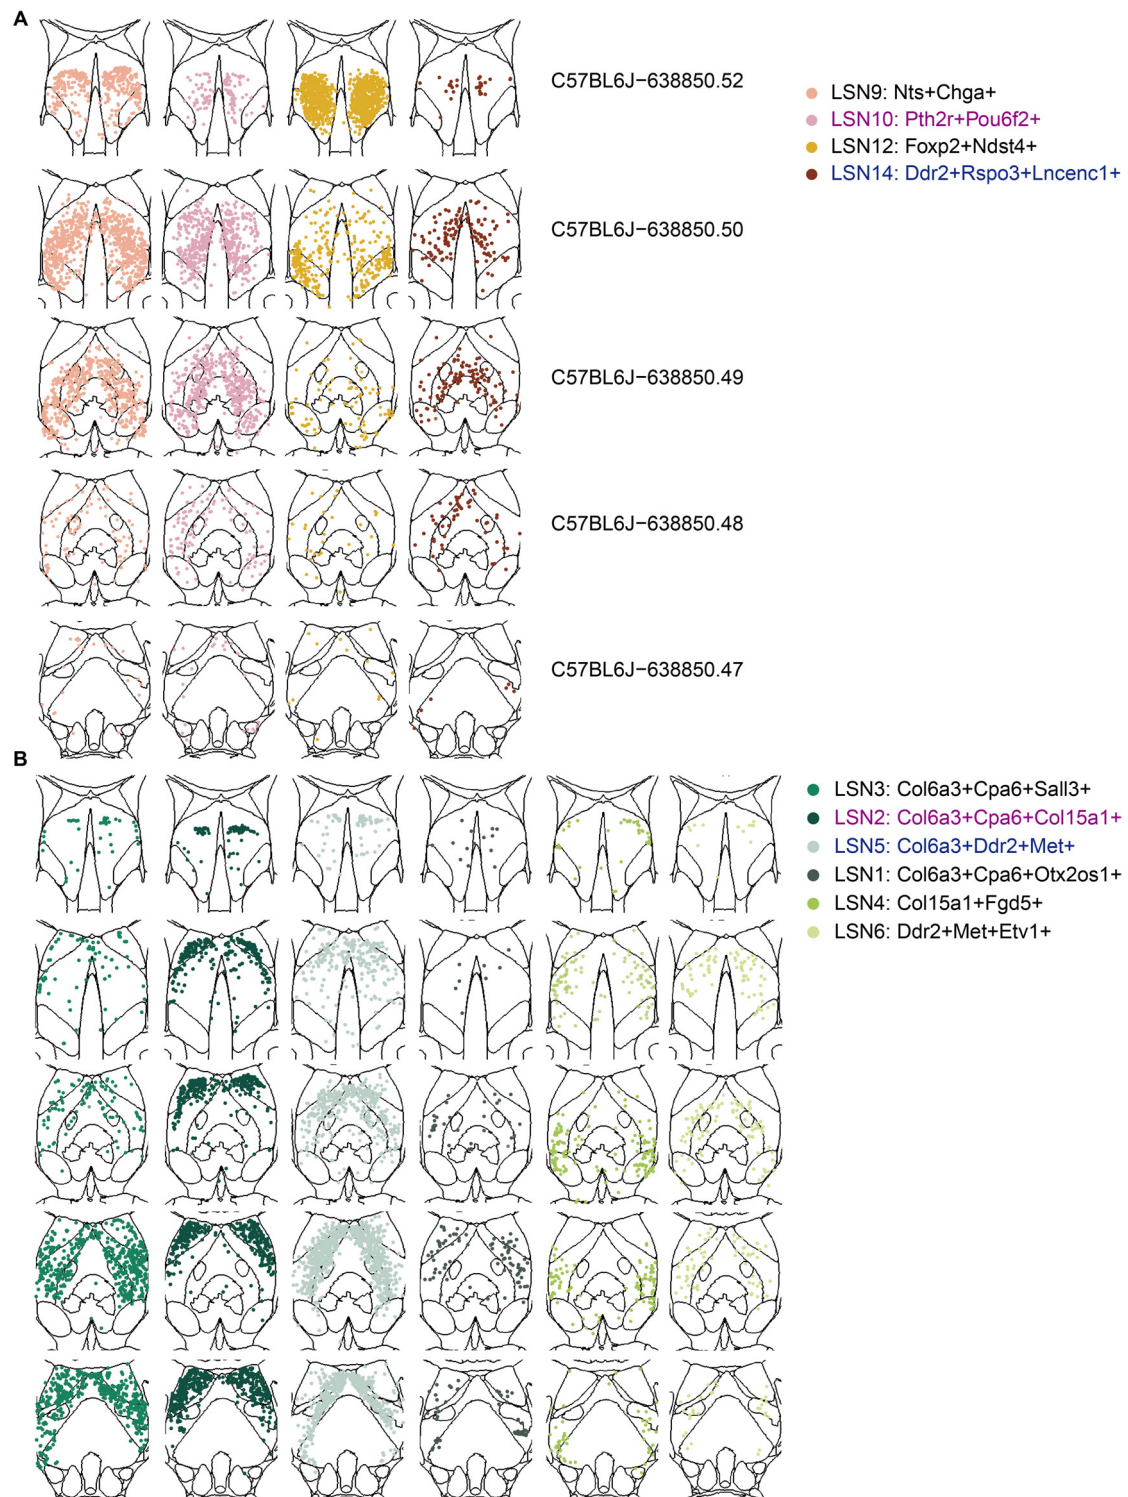

**Fig. S5 Integrations of defined LS associated neurons from snRNA-seq and MERFISH spatial data.** Five representative coronal sections were selected for illustrated. The rostral distribution LSNs (A) and caudal-dorsal distribution LSNs (B) were demonstrated, respectively.

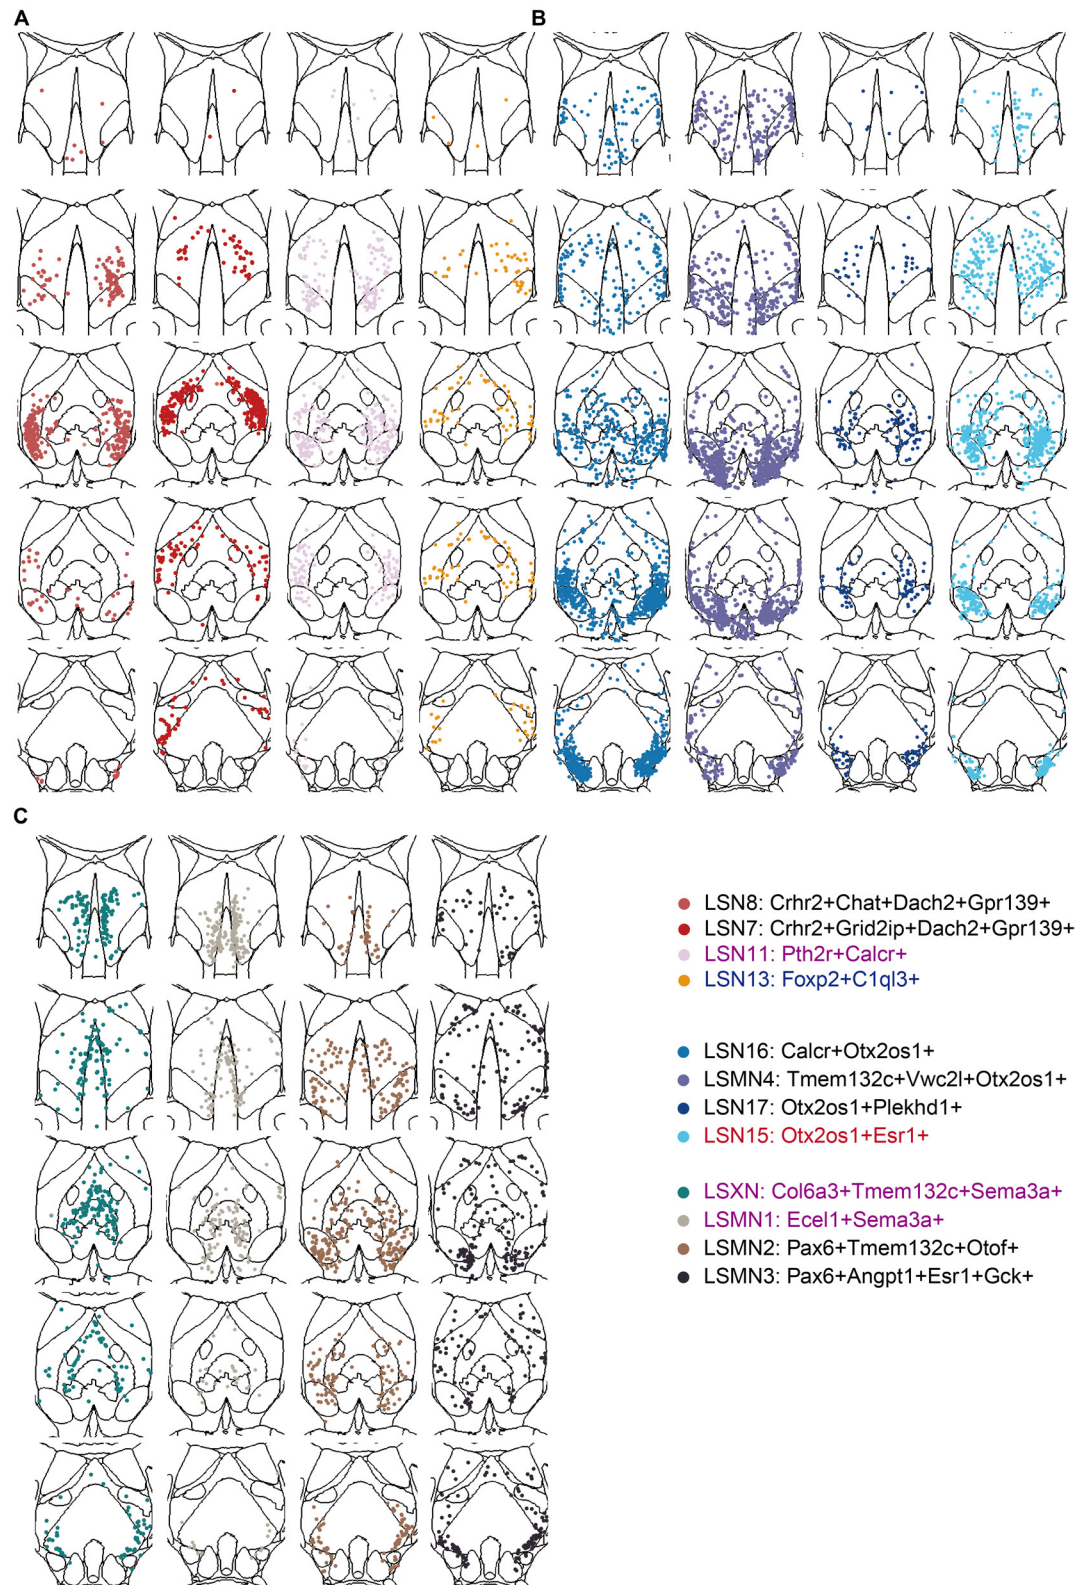

**Fig. S6 Integrations of defined LS associated neurons from snRNA-seq and MERFISH spatial data.** Five representative coronal sections were selected for illustrated. The caudal-intermediate distribution LSNs (**A**), caudal-ventral distribution LSNs (**B**) and neurons located at the junction of LS and other brain regions (**C**) were demonstrated, respectively.

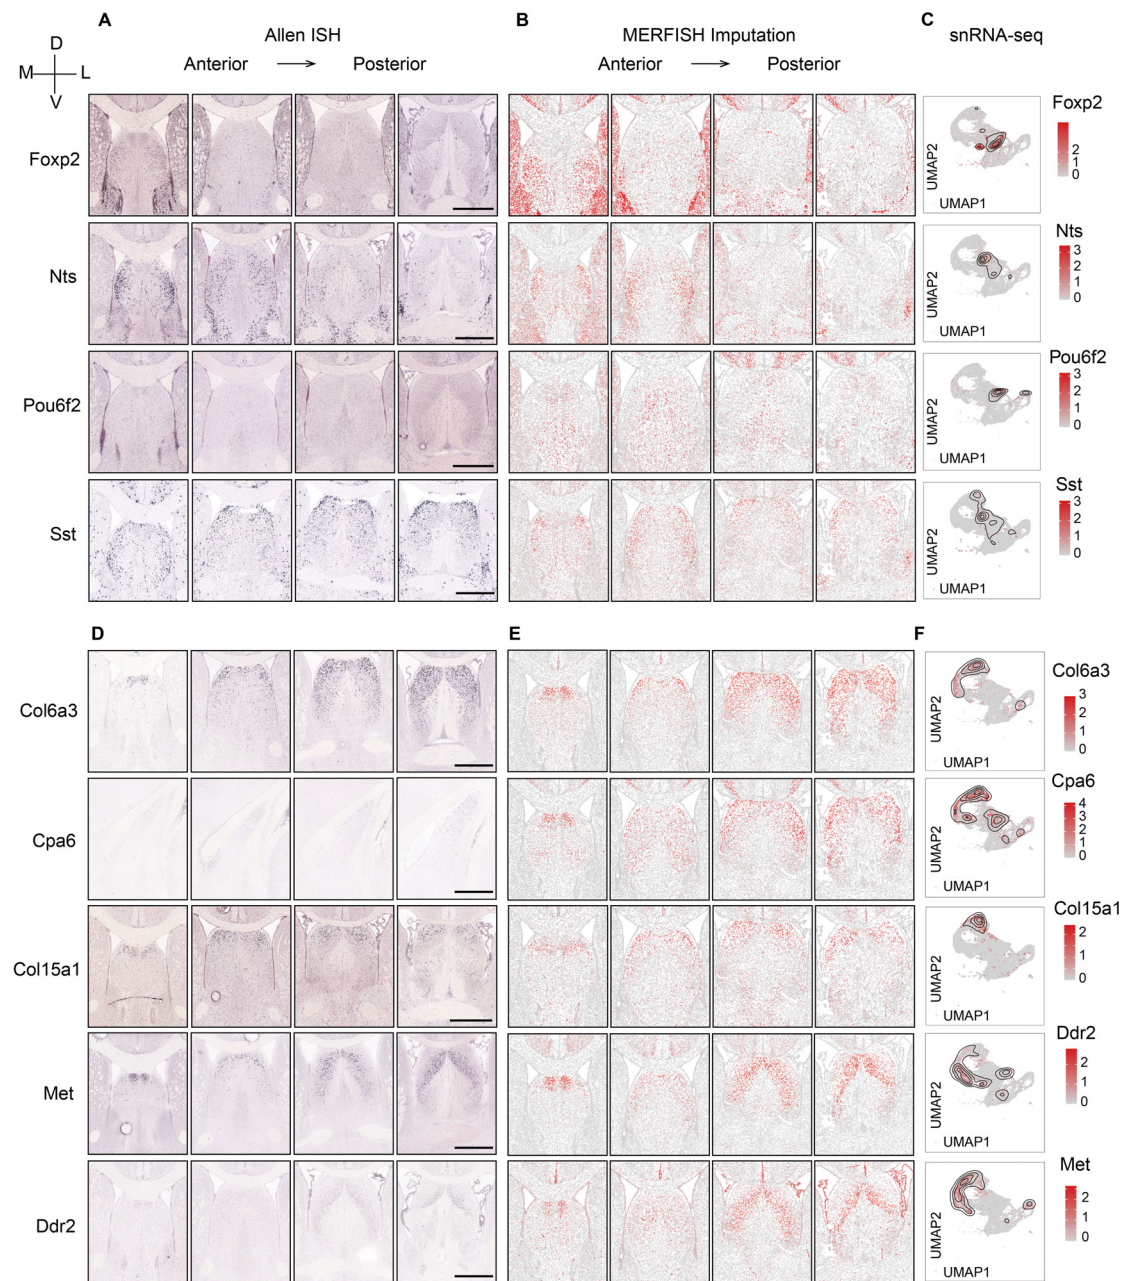

**Fig. S7 Spatial gene-expression patterns to identify the LS subregion.** The expression patterns of marker genes in LSNs with spatially specific distribution characteristics in in situ hybridization (ISH) data from the Allen Brain Atlas (**A, D**), imputation results (**B, E**), and subcluster specific distribution in snRNA-seq UMAP (**C, F**). **A-C** show rostral LS subregion enrichment. **D-F** show caudal-dorsal LS subregion enrichment.

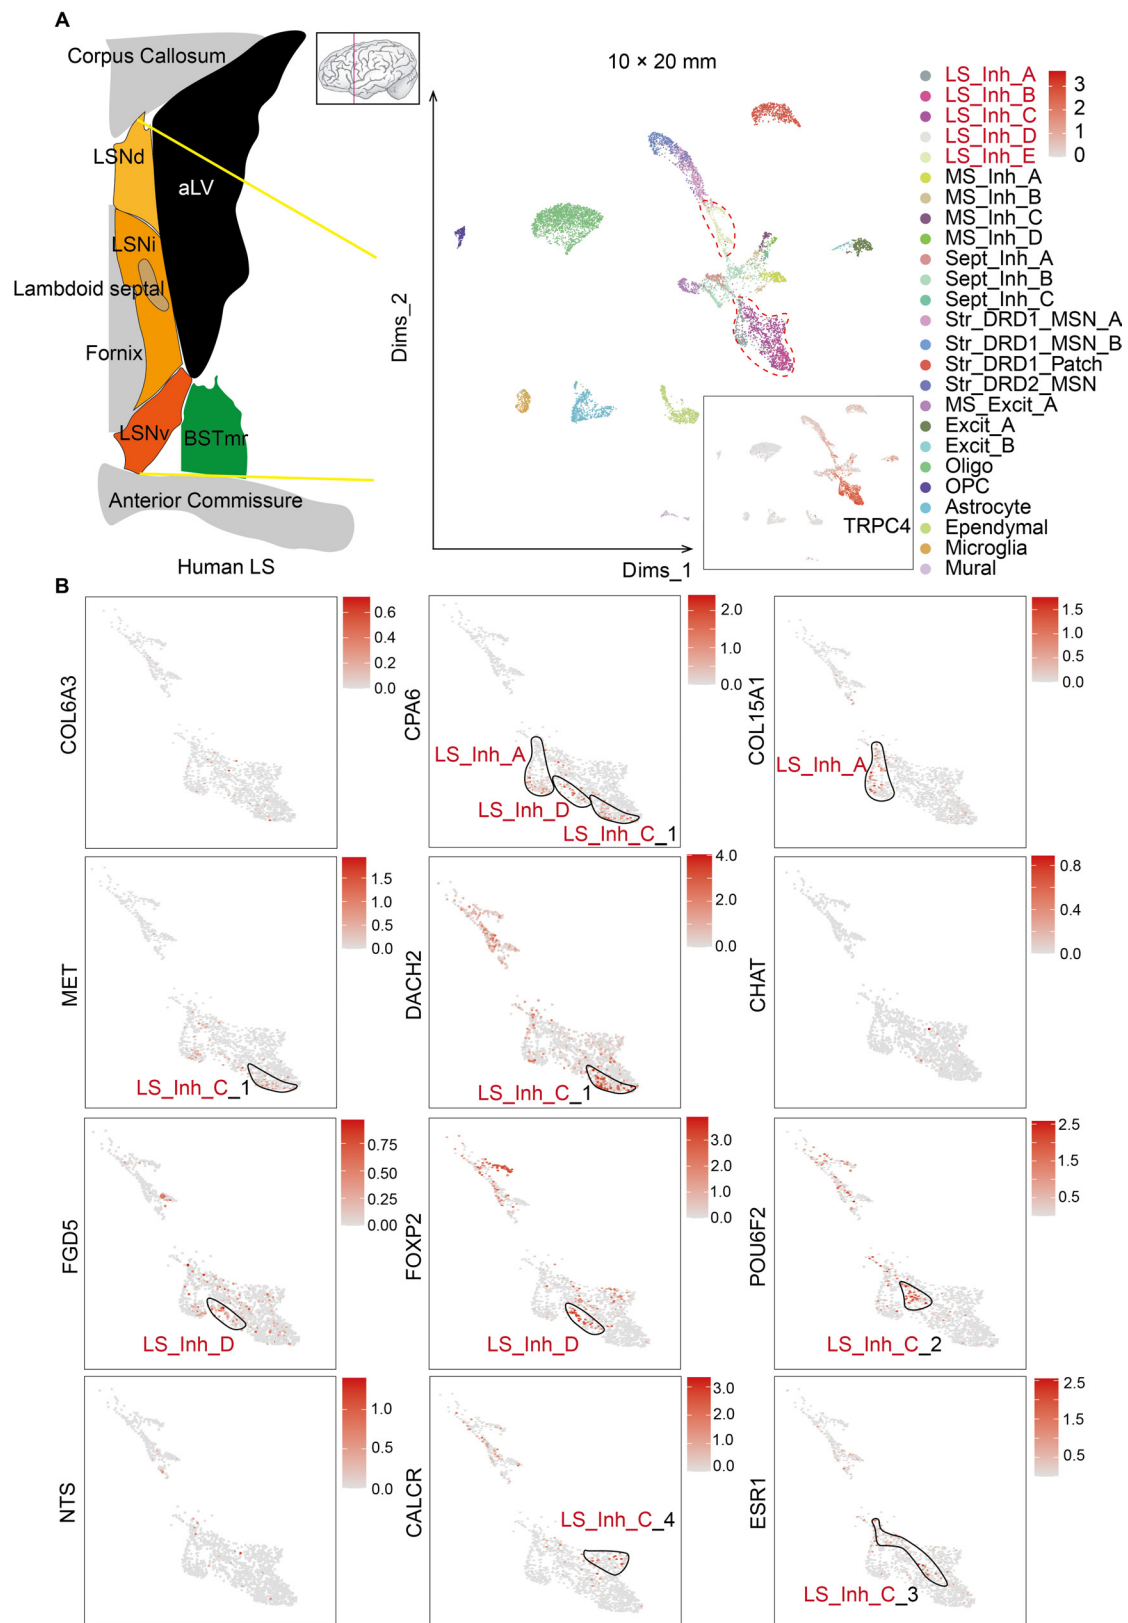

**Fig. S9 Evolutionary conservation of key LSNs in mice and humans. A** The left shows the schematic illustration of LS region sampling in the human brain. The right shows the UMAP plots of the collected human cells. Based on the distribution of the *TRAP4* gene, the red-highlighted legend denotes neuronal subtypes within the LS region. **B** Features plots demonstrate the expression distribution of mouse-derived LSN subtype-specific

markers in human LS dataset.

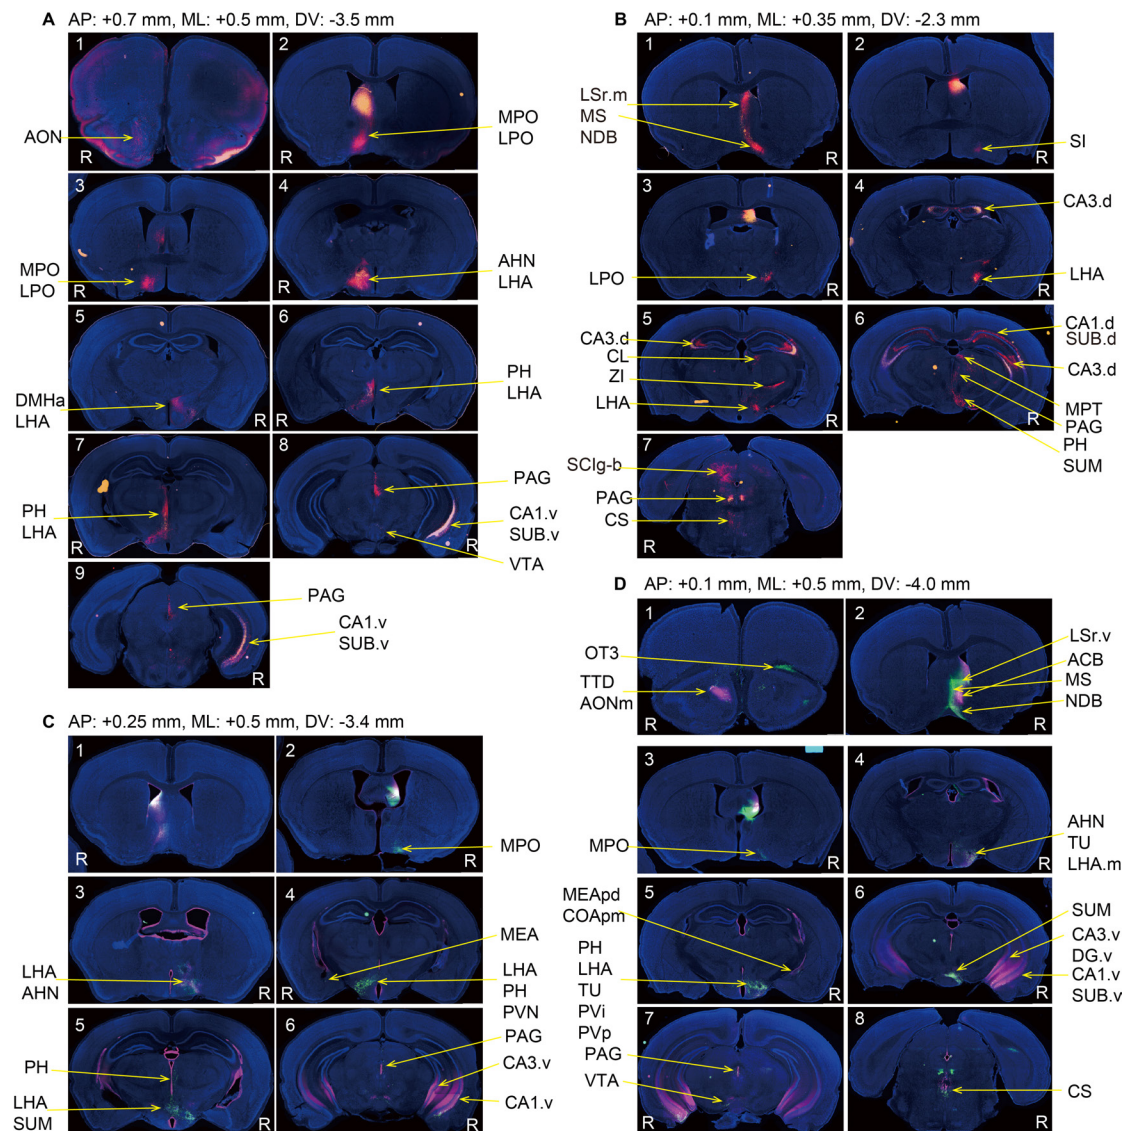

**Fig. S10 Space specific projection network.** **A** Projections network of rostral LS subregion along a series of coronal sections (yellow: input regions; red: output regions). **B** Projections network of caudal-dorsal LS subregion along a series of coronal sections (yellow: input regions; red: output regions). **C** Projections network of caudal-intermediate LS subregion along a series of coronal sections (magenta: input regions; green: output regions). **D** Projections network of caudal-ventral LS subregion along a series of coronal sections (magenta: input regions; green: output regions). The top of each section has detail coordinate information of the injection site. The R-label means the right hemisphere of the mouse brain.

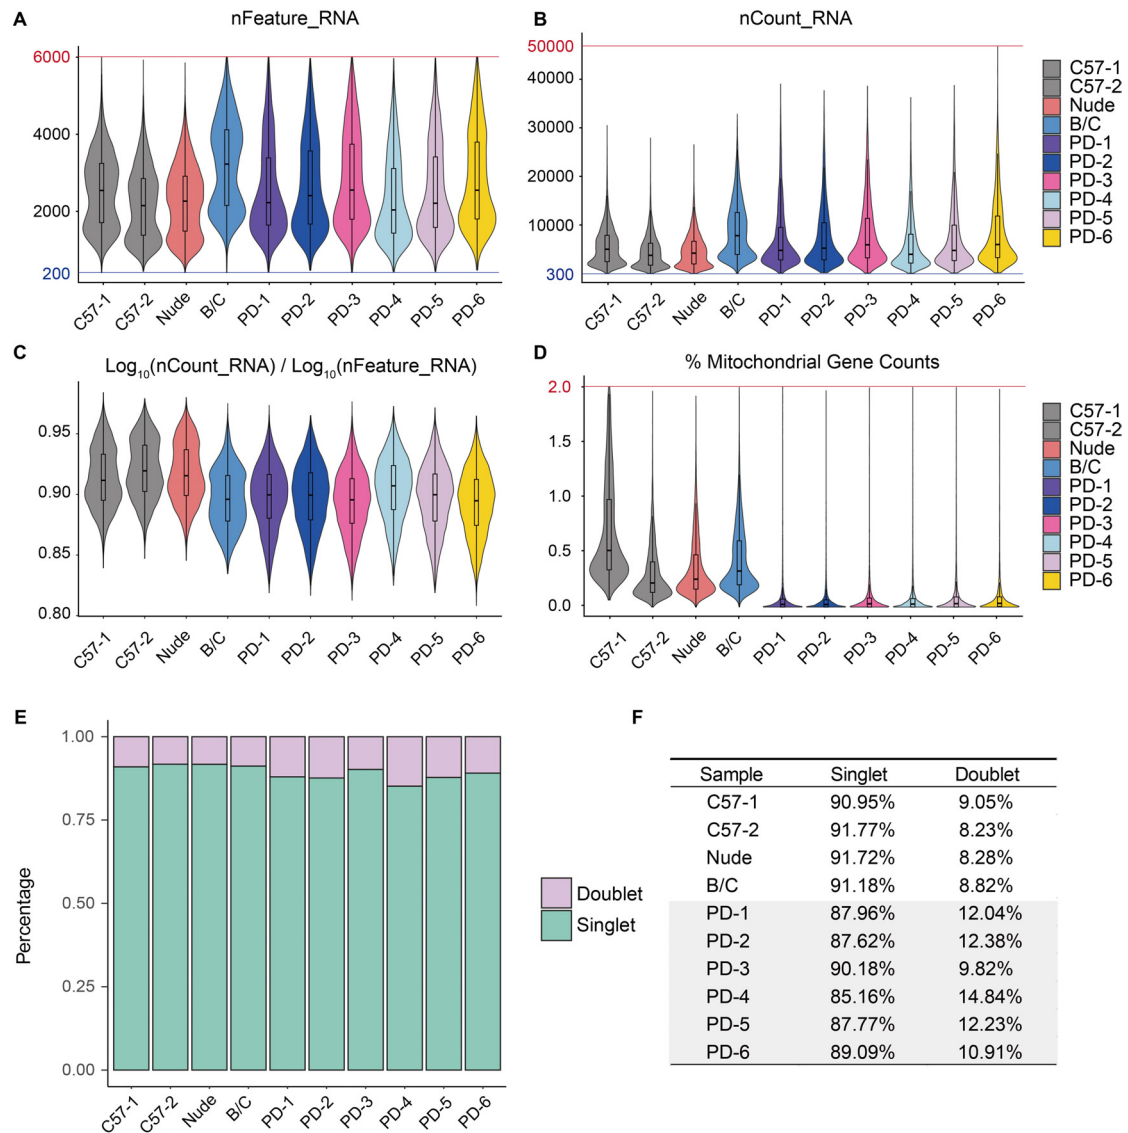

**Fig. S11 Quality control of snRNA-seq data.** The violin plots display the distribution of the number of **A**, detected genes per sample (nFeature\_RNA), **B**, total UMI counts per sample (nCount\_RNA), **C**, the ratio of  $\text{Log}_{10}(\text{nCount\_RNA})$  to  $\text{Log}_{10}(\text{nFeature\_RNA})$ , and **D**, the percentage of mitochondrial gene counts per sample. The red line represents the upper limit of the standard, and the blue line represents the lower limit of the standard. **E**, **F** The overlaid bar chart illustrates the proportion of doublets in each sample, while the accompanying table provides the exact doublet percentages for each individual sample.

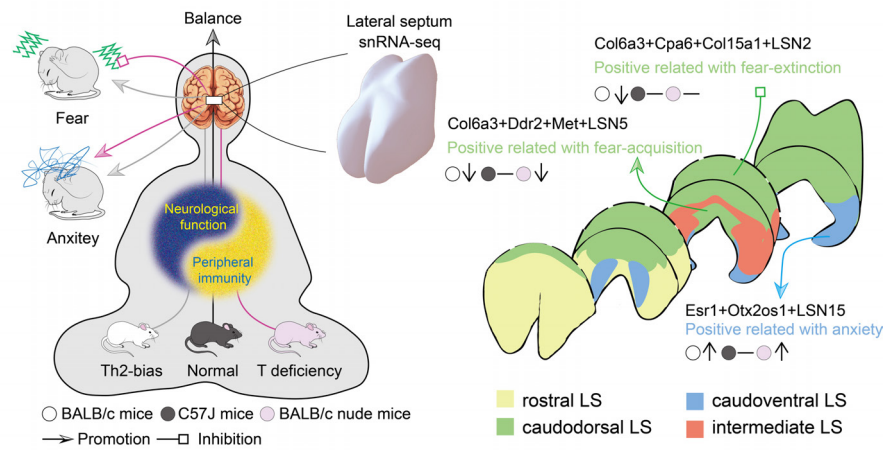

**Fig. S12 Graphical abstract.**

How the deposited data were processed for this re-analysis (not part of the article)

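Nuclei of the lateral septum were sequenced in 4 libraries of 3 pooled male mice each, 2 of C57J mice, 1 of nude mice and 1 of BALB/c mice. The authors aligned the reads to mm10 with Cell Ranger and deposited filtered matrices of raw UMI counts per gene and nucleus, without normalization. Whether intronic reads were counted is not stated. The quality limits of the paper and its removal of doublets had not been applied to these counts. The published C57J dataset that the paper integrates, the spatial data, the stainings and the behavioral experiments were not analysed here. Library totals and median depths are given where the libraries are introduced, and the median depth of the nuclei kept ranged from 4005 to 8267 UMIs.

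Barcodes with more than 200 and fewer than 6000 genes, more than 300 and fewer than 50000 UMIs and less than 2% mitochondrial UMIs were retained, as in the paper. The paper's limit of 0.8 on the ratio of the logarithms of UMIs and genes removed 0 barcodes, whichever of these was divided by the other. Doublets were predicted within each library from 2 simulated doublets per nucleus on 30 principal components of 2000 variable genes, and the highest scores were removed at an expected rate of 0.8% per 1000 nuclei. The RPCA integration of the paper was replaced by clustering of the 4 libraries together, with log-normalized counts, components scaled to unit length and the 6 nearest nuclei taken from every library. Genes found in fewer than 3 nuclei, mitochondrial genes and 6 sex-linked genes were not used for clustering, nor were 86 genes that differed by more than 1 on the log2 scale between the strain backgrounds in at least 2 cell classes and 146 genes whose level was itself a result. Marker genes used for naming stayed in the clustering even where their level is also reported, except Foxp2 (LSN12, LSN13 and LSN14) and Drd1 (striatum). Non-neuronal nuclei and LS neurons were then clustered separately on 30 components of 2000 variable genes. A cluster was named when at least 3 markers of a class were found in it and the mean of their levels, relative to the highest cluster, reached 0.4 (0.25 for neurons and 0.5 for LS subclusters). LS subclusters whose best names differed by less than 0.1 kept both names. The clustering procedure, the naming limits and the rule that assigns neurons to the LS were settled after several attempts in which the number of nuclei per library was visible, and the choice was made on how well the libraries mixed, not on the shares. LS neurons made up 67.3% and 65.2% of the neurons of C57J 1 and C57J 2, 74.4% of those of nude and 73.0% of those of BALB/c.

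Expression was compared on UMIs summed per library and class (pseudobulk) with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization and the quasi-likelihood F test, 2 C57J libraries against the nude and BALB/c libraries, as the paper compares its C57J cohort with its BALB/c and nude cohort. The paper tested single nuclei with the Wilcoxon rank-sum test, which treats the nuclei of a library as replicates, whereas here the library was the unit. Genes were called at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. Fold changes of nude or BALB/c alone, each with 1 library, are given without a test. The direction counts of 2 libraries against 2 over genes were set against the 16.7% that chance gives. Counts over LS subclusters were not, because subclusters of the same libraries are not independent. Because both groups share the C57J libraries, the correlation of the nude and BALB/c fold changes was compared with 100 simulations in which no gene changed. Recovery was tested on simulated data with 200 changed genes per class. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry. Shares of nuclei carry exact Clopper-Pearson 95% intervals, which cover counting error only, since the spread between mice within a library is not known. A count of 0 was read as allowing up to 3 counts. Gene positions are those of GENCODE vM21 on GRCm38 (mm10), matched by identifier, so a position is that of the annotation and not of the authors' own gene models.

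Most genes named in the text were fixed before the data were examined: every gene that the paper names at a claim about these libraries, and in each class the 2 called genes with the largest rise and the 2 with the largest fall among genes whose libraries did not overlap between backgrounds. Chosen after their values were seen were Fam163a, Col9a1, Tmtc2, Mmp15 and Arsj, the genes called higher in OPCs and in LS neurons, the top genes of unnamed clusters, and Drd3, Tshr, Igf1r, Thra, Ghr and Thrb out of lists of receptors. Results that rest on 2 further genes are not reported here. Alternatives fixed before the data were examined were DESeq2 1.42.0 in place of edgeR, no filter on low counts, the adjusted p alone, predicted doublets kept, nuclei thinned to 1000 UMIs, the mean over nuclei, stricter quality limits (over 500 genes and 1000 UMIs), resolution 2, all variable genes, a second random seed, all nuclei as the denominator, marker gates at 2000 UMIs per nucleus, and each library left out. Clustering with components not scaled, with neighbours taken over all libraries (24 per nucleus) or with Pearson residuals was added after the data were seen, as were the count of OPCs with a UMI of Mki67 or Top2a and the thinned ranks of hormone receptors. Clustering used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and leidenalg 0.10.2.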

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

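Of the tests named here, those on Fam163a, on chance differences within a class and on the genes called higher in OPCs and in LS neurons were chosen after the results had been seen.

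A gene drew attention when both nude and BALB/c lay above both C57J libraries in one class and below both in another, with every gap between a library of each background above 0.5 on the log2 scale in both classes and a call in at least one of them. This was the case for 5 of 788 pairs of a gene and a class, and the difference between the classes itself was not tested. Col9a1 had a log2 fold change of -0.98 in OLs and 2.02 in LS neurons, where it was called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0112). Tmtc2 had one of -1.56 in OLs and 0.59 in LS neurons (edgeR's adjusted p = 0.0186 in the latter). Mmp15 had one of 1.07 in OPCs (edgeR's adjusted p = 0.0422) and -0.82 in LS neurons, and Arsj one of 1.57 in astrocytes and -1.56 in LS neurons (edgeR's adjusted p = 0.0390 in the latter). If the second class of each pair behaved as all its tested genes do, 15.9 such genes would arise, more than the 5 observed. That number takes directions to be independent between classes. Genes called in LS neurons kept their direction in other classes for 86.7% (microglia) to 94.6% (OLs), so it is too high. It cannot decide whether chance differences between the libraries of a class account for the 5. Which of them differ between classes for another reason stays open, and no biological explanation was tested.

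Fam163a (chromosome 1, 156075966 to 156205026) was the only one of the 5 called in both classes. Its log2 fold change was 2.88 in OPCs, from 8.00 and 7.51 CPM in the C57J libraries to 48.2 CPM in nude and 65.3 CPM in BALB/c (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00286). In astrocytes it was -3.23, from 56.7 and 51.7 CPM to 5.79 and 5.74 CPM (edgeR's adjusted p = 0.0218). With nuclei thinned to 1000 UMIs the fall in astrocytes was -2.84 and was not called, at an adjusted p of 0.0586 from edgeR. OLs had 4.74, 3.03, 5.11 and 2.58 CPM in C57J 1, C57J 2, nude and BALB/c. A strain variant that changes how well reads map would move both classes in 1 direction, and free RNA would do the same, so the opposite signs argue against both as the whole cause. A difference in regulation between the strain backgrounds or between immune states stays a candidate explanation, which these libraries do not separate because both nude and BALB/c share the background.

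Another group of signals lies in genes that the paper does not name. 4 genes were called higher in OPCs and in LS neurons: 9030025P20Rik, Cfap54, Gm12160 and Gm3417. In LS neurons, the lower of the nude and BALB/c libraries had 17.4, 274, 6.81 and 10.7 CPM of these genes, against at most 7.15, 80.0, 0.0279 and 2.93 CPM in the C57J libraries. Gm12160 (chromosome 11, 45160943 to 45213656) had no count in C57J OLs, OPCs and astrocytes, and was at least 75.1-fold, 15.5-fold and 30.7-fold higher there. 9030025P20Rik and Gm3417 overlap on opposite strands of chromosome 17, and reads of either are assigned with uncertainty. In OLs, astrocytes and microglia, where none of these genes was called, greater depth of the BALB/c library is argued against by nude, in which their lowest log2 fold change over C57J was 1.19, and a difference between the batches by a lowest value of 1.40 over C57J 2, which shares the batch of nude. All 9 of 9 pairs of a gene and one of these classes had both libraries above both C57J libraries. A strain variant against the reference cannot be told apart from a difference in expression by this: a variant that lowers mapping would lower the counts, whereas reads drawn in from elsewhere would raise them in every class, as expression can, so the cause stays open.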

How the results depend on the processing

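Clustering with components not scaled, neighbours over all libraries or Pearson residuals, and thinned ranks of hormone receptors, were chosen after the data had been seen, and the clustering itself was settled with the number of nuclei per library in view. No paired analysis was possible because the libraries of different conditions do not correspond to each other. Shares are given as the log2 ratio to the C57J libraries, with the value of the main clustering in brackets, and the cause of a change was not tested unless stated.

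The number of called genes depended on the test and the filter. DESeq2 called 80 genes in OLs [1], 91 in astrocytes [8], 19 in microglia [0] and 655 in LS neurons [390]. Without a filter on low counts, 237 genes were called in OLs, 180 in OPCs [24], 303 in astrocytes, 85 in microglia and 1055 in LS neurons. With nuclei thinned to 1000 UMIs, 4 genes were called in astrocytes and 221 in LS neurons, where fewer genes were tested. The camera call of the myelin list at an adjusted p of 6.64e-07 was lost with fry (0.164) and with an estimated correlation (0.362). The other 4 lists passed under none of the alternatives.

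Shares of OLs and astrocytes moved with the denominator: over all nuclei, OLs were at -0.26 in nude [-0.11] and 0.42 in BALB/c [0.19], and astrocytes at -0.14 in nude [0.01] and 0.13 in BALB/c [-0.10]. The Dkk3 astrocytes were least stable. In nude [0.02] they were at -0.18 with doublets kept, -0.22 at resolution 2, -0.17 with all variable genes, -0.29 with thinned clustering, -0.18 with neighbours over all libraries, -0.16 with components not scaled and -0.22 with both. In BALB/c [-0.25] they were at -0.48 with doublets kept, and the sign reversed at resolution 2 (0.01), with all variable genes (0.11), thinned clustering (0.04), over 500 genes and 1000 UMIs (0.00), neighbours over all libraries (0.17), components not scaled (0.18) and Pearson residuals (0.06). Lrig1 astrocytes in nude [0.40] were at 0.22 with thinned clustering, 0.08 with random seed 2, 0.23 with Pearson residuals and 0.26 with these and neighbours over all libraries, and in BALB/c [-0.04] at -0.32 with random seed 2. Ranbp3l astrocytes in nude [-0.13] were at 0.21 with neighbours over all libraries and 0.03 over 500 genes and 1000 UMIs, and in BALB/c [-0.08] at 0.26 and 0.14 in these, 0.15 with doublets kept and 0.08 with random seed 2. Proliferating OPCs in BALB/c [-1.94] were at -0.12 with components not scaled. Thinned clustering formed no cluster of proliferating OPCs and gives no value for them. The share of nuclei with a Gfap UMI rose with all UMIs to 7.79% in Dkk3 [3.34%], 4.85% in Lrig1 [2.37%] and 8.19% in Ranbp3l astrocytes [2.93%], as more UMIs per nucleus must give.

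Among LS subclusters, thinned clustering gives no value, because it left most neurons unnamed and named none of the subclusters compared here. This setting is unstable: an earlier run that differed only in the number of processor threads had named LSN5, LSN11, LSXN and LSMN1, whereas the other clusterings were the same in both runs. LSN15 stayed above C57J in nude and BALB/c in every other setting, from 0.16 to 0.75 in nude and from 0.16 to 0.56 in BALB/c, and its marker gate gave 0.75 in nude [0.35]. LSN2 stayed below in every other setting: in nude [-0.21] at -0.33 with resolution 2, -0.44 with components not scaled, -0.30 with these and neighbours over all libraries, -0.37 with Pearson residuals and -0.09 by the marker gate, and in BALB/c [-0.80] at -0.52 with doublets kept, -1.47 at resolution 2 and -1.02 with all variable genes. LSN5 depended on the setting most. In nude [0.20] it was at 0.04 with components not scaled and 0.43 with Pearson residuals and neighbours over all libraries, and reversed to -0.09 with components not scaled and neighbours over all libraries and to -1.56 by the marker gate. In BALB/c [0.42] it was at 0.26 with doublets kept, 0.26 with components not scaled and neighbours over all libraries and 0.74 with Pearson residuals and neighbours over all libraries, and reversed to -0.96 by the marker gate. The marker gate of LSN13 gave -1.35 in nude [-0.51] and 0.26 in BALB/c [-0.35]. LSN11 in nude [0.16] was at 0.36 with resolution 2 and -0.09 by the marker gate, and in BALB/c [0.23] at 0.72 by the marker gate. LSXN in nude [-0.19] was at -0.69 by the marker gate, and in BALB/c [0.27] reversed to -0.01 by the marker gate. LSMN1 was at 0.72 in nude [0.16] and 0.80 in BALB/c [1.12] by the marker gate. The gates of LSN2 and LSMN1 did not subtract nuclei in which both markers met by chance, so they cannot decide these shares. With nuclei thinned, the LSN15 subcluster of 714 nuclei had a mean cilium rank of 8.0 [6.25] and that of 202 nuclei a mean hormone receptor rank of 9.75 [6.5].

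With either C57J library left out, the log2 ratio of proliferating OPCs in nude was 0.44 without C57J 1 and -0.52 without C57J 2, so its sign rests on which C57J library is used, and that in BALB/c was -1.38 and -2.34. LSN15 was at 0.16 in both nude and BALB/c without C57J 1 and at 0.57 and 0.56 without C57J 2. Of 56 fold changes of named genes, 51 kept 1 sign when each library was left out in turn, and 22 moved by more than 1.5 times. All 18 called genes kept their sign, and 5 of them moved by more than 1.5 times, each with no count in 1 group (Gm17167, Cldn34c1 and Gm12160 in OPCs, Trim12a in astrocytes and BC018473 in LS neurons). Under DESeq2, 11 further named genes passed the threshold, and with doublets kept 1 did. With thinned nuclei 3 further genes passed and 2 no longer did, Gm17167 (-5.65) and Fam163a (-2.84) in astrocytes. The mean over nuclei moved 7 fold changes. With 1 library each for nude and BALB/c, the spread between libraries of these groups is not known.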

Differences from the paper's values

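Alternatives chosen after the data had been seen are named as such where they are given. Values of the paper were read by eye from its figures unless its text states them. A gap is called closed when both values lie within 1.5-fold of each other or differ by no more than the standard deviation between the C57J libraries.

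For proliferating OPCs of BALB/c, the paper's value is about 0.35% of glial nuclei in Fig. 1G, read by eye, against 0.119% here. Of the alternatives set before the data were examined, keeping predicted doublets gave 0.325% and closed the gap, and stricter quality limits, resolution 2, all variable genes and a second seed did not. For nude, where the paper's value is about 0.27% and the main one, 0.422%, was within the limits, keeping doublets opened a gap (0.516%), as did resolution 2 (0.499%) and the second seed (0.448%), and all variable genes opened that of C57J (0.396% against about 0.65%). For Dkk3 astrocytes, the paper shows about 5.5% in C57J and about 4.9% in nude in Fig. 2B, read by eye, against 8.35% and 8.44% here. Stricter quality limits (5.79% and 5.51%), resolution 2 (6.41% and 5.52%), all variable genes (5.76% and 5.12%) and thinned clustering (5.53% and 4.52%) closed both gaps, the second seed hardly moved either value (8.18% and 8.07%), which brought that of C57J just within the 1.5-fold limit, and keeping doublets closed neither (18.1% and 16.0%). Resolution 2 opened the gaps of Ranbp3l astrocytes (15.5%, 15.6% and 15.1% in C57J, nude and BALB/c against about 29%, 29% and 28%). The second seed opened those of Lrig1 astrocytes (16.7%, 17.7% and 13.3% against about 9.5%, 11% and 8.6%). Keeping doublets opened that of Dkk3 astrocytes in BALB/c (13.0% against about 5.0%).

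For LSN13 and LSN14 together, the paper shows about 3.6% of LS neurons in C57J, about 2.5% in nude and about 2.6% in BALB/c in Fig. S3, read by eye, against 2.11%, 1.48% and 1.65% here. Resolution 2 (2.71%, 2.12% and 2.30%) and all variable genes (3.82%, 2.35% and 2.69%) closed all 3 gaps, keeping doublets closed those of nude (1.85%) and BALB/c (2.00%), the second seed hardly moved that of BALB/c (1.74%) but brought it just within the limit, and stricter quality limits closed none. For LSN2, the paper shows about 7.9% in C57J, about 6.5% in nude and about 3.8% in BALB/c in Fig. S3, read by eye, against 14.1%, 12.2% and 8.11% here. Resolution 2 (7.91%, 6.30% and 2.85%) and all variable genes (9.83%, 8.22% and 4.85%) closed all 3 gaps, keeping doublets closed those of C57J (9.74%) and nude (8.84%), and the second seed and stricter quality limits closed none. The same settings opened gaps elsewhere. All variable genes put LSN15 at 8.2%, 10.7% and 9.85%, against about 5.1%, 6.6% and 5.9% in C57J, nude and BALB/c. Resolution 2 put LSN5 of C57J at 5.87% against about 9.0%, and LSN11 of BALB/c at 5.0% against about 3.2%. Keeping doublets put LSN15 at 3.1% in C57J and 3.91% in BALB/c, and LSN5 of BALB/c at 12.1% against about 7.5%. The second seed put LSN15 of BALB/c at 9.3%.

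The paper's text gives 49% for GFAP in Dkk3 astrocytes, where 3.34% of these nuclei had a Gfap UMI at 1000 UMIs per nucleus and 7.79% with all UMIs, which did not close the gap. On another scale, the part of the Gfap CPM summed over the 3 subclusters, pooled over the libraries, Dkk3 astrocytes held 43.5% against the paper's 49%, and Lrig1 and Ranbp3l astrocytes 25.0% and 31.5% against about 19% and about 31% in Fig. 2F, read by eye; in C57J 2 the level was higher in Ranbp3l (41.9 CPM) than in Dkk3 astrocytes (36.9 CPM). The caption of Fig. 2F speaks of GFAP-positive cells, not of a level. Of all nuclei with a Gfap UMI in the 3 subclusters, Dkk3, Lrig1 and Ranbp3l astrocytes held 17.9%, 12.6% and 69.5%. Of the summed shares at 1000 UMIs they held 38.7%, 27.4% and 33.9%, so the CPM scale lay closest to the paper's 49% for Dkk3 astrocytes.

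The paper describes fewer proliferating OPCs in nude and in BALB/c, whereas nude, at 0.422%, lay between the C57J libraries at 0.604% and 0.310%, a log2 ratio of -0.12; it was -0.67 with doublets kept and -0.38 at resolution 2. Fewer Dkk3 astrocytes in nude were not seen in the main clustering, with a log2 ratio of 0.02, but were under resolution 2 (-0.22), all variable genes (-0.17), doublets kept (-0.18) and thinned clustering (-0.29). The paper describes fewer LSN5 neurons in both, whereas the log2 ratio was 0.20 in nude and 0.42 in BALB/c by clusters, a rise that lies mainly in the subcluster of LSN3 or LSN5; counted by markers it was -1.56 and -0.96, and with components not scaled and neighbours over all libraries, chosen after the values were seen, it was -0.09 in nude. LSN11 is described as raised in nude alone, whereas its log2 ratio was 0.16 in nude and 0.23 in BALB/c; at resolution 2 it was 0.36 in nude and 0.27 in BALB/c, and no setting given here raised it in nude alone, although the earlier, unstable run of thinned clustering had done so. LSN2 is described as lowered in BALB/c alone, and the log2 ratio was -0.80 there and -0.21 in nude, whose interval (11.5 to 13.0%) overlapped that of C57J 1 (12.7 to 14.5%). The subcluster named LSN2 alone comes closer to the paper, with 4.82% and 5.36% in the C57J libraries, 4.69% in nude and 2.17% in BALB/c.

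Of the 6 genes that the paper names in OLs, 0 were called by edgeR, and 667 of all genes had an unadjusted p below 0.05 there; DESeq2 called Fcho1, Ndst4, Abca8a, Ninj2 and Ppp1cc. Of the 6 named in OPCs, 2 were called (Ebf1 and Lpcat2); DESeq2 also called Insyn2b, Itga9 and Mbp, and thinned nuclei Itga9. Gfap and the 6 junction and lamellipodium genes of astrocytes were not called under any setting run per gene, with 1032 genes of the class at an unadjusted p below 0.05, nor were the 3 microglial genes, with 432. In LS neurons, Ndn, Glp1r, Grm7, Ndrg4 and Mbp were not called by edgeR. DESeq2 called Ndn, Glp1r and Mbp, and thinned nuclei Ndn and Mbp. For these genes the paper also gives qRT-PCR of LS tissue from further mice of each strain, which was not examined here. Values of single genes were not kept for the fits without a filter on low counts. The paper describes co-upregulated genes as enriched for voltage-gated potassium channel activity. It also describes a gain in environmental stress response and in TGFβ receptor signaling. The lists used here were all potassium channel genes, endoplasmic reticulum stress genes and genes of TGFβ receptor signaling. They had median log2 fold changes of 0.002, 0.13 and 0.06 and passed under no setting. These are other gene sets and another measure, so they do not contradict the paper's enrichment. Hormone receptors are described as a feature of Dkk3 astrocytes, from GSVA and GSEA. By another measure, the mean level of 20 such genes together with Esr1, Dkk3 astrocytes were lower (110, 114, 118 and 121 CPM) than Lrig1 astrocytes (126, 122, 127 and 140 CPM). Hormone receptors are also described as high in LSN15, whereas 2 of its 3 subclusters were at mean ranks of 16 and 26.8 of 32 and the smallest at 6.5.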

Other observations

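The tests on the share of OLs, on proliferating OPCs, and on library depth and batch for the called genes were chosen after seeing the results. Those on free RNA, leftover OL nuclei, neighbouring genes, the Foxn1 segment, sex genes and Ddr2 were set before.

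The fall of myelin genes in LS neurons was weighed against 3 technical explanations. Free RNA of OLs predicts a like fall in other classes, and the smaller of the median falls in astrocytes and microglia was -0.61 on the log2 scale, which is consistent with free RNA as a source. OL nuclei or doublets among the LS neurons are argued against, because without the 41.9% of LS neurons that held a UMI of Aspa, St18, Sec14l5 or Prr5l the median was -0.654. Fewer OLs in both libraries are argued against by BALB/c, where OLs made up 36.67% of glial nuclei, the highest share of the 4 libraries. For nude alone, where OLs had the lowest share at 29.87%, fewer OLs are not excluded. Lower expression of these genes within neurons is not excluded by these tests and cannot be separated from free RNA here. Library depth was not among the explanations tested. Per nucleus, LS neurons of BALB/c held 4.02 UMIs of the 8 genes, against 4.07 in C57J 1 and 3.41 in C57J 2. Nude, with 2.29, lay below both. Greater depth of BALB/c is therefore not excluded as a source of its fall relative to all UMIs.

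Of the 390 genes called in LS neurons, 389 had a position, and 23 pairs of neighbouring called genes did not overlap, where random draws of as many tested genes gave a mean of 6.48 (share of 10000 draws as high, 0.0001, the smallest value these draws can give). Such clustering along the chromosomes is what sequence variation between the strains acting close to the genes predicts, and it may contribute to the calls; genes that lie together can also be regulated together, which was not tested. Greater depth of the BALB/c library sets BALB/c apart from the other 3 libraries, and a difference between the 2 batches sets C57J 1 apart, so that either alone would act alike on every split of the 4 libraries into pairs. The other 2 splits gave 0 called genes, which argues against each of the 2 as the whole cause. Among called genes also tested elsewhere, the direction was the same in OLs for 94.6% of 204 and in OPCs for 92.5% of 161. It was the same in astrocytes for 94.0% of 249 and in microglia for 86.7% of 113. Free RNA was not subtracted, and RNA of LS neurons in nuclei of other classes would carry the same direction. This agreement is therefore not independent of the calls in LS neurons. 1500004A13Rik was called lower in 4 of the 5 classes, and Cldn34c1 and Gm17167 in 3. The strain background and the immune state cannot be told apart for these genes, because both libraries with altered immunity share the BALB/c background.

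Between nude and BALB/c, 10 of 13974 genes differed by more than 1 on the log2 scale in the same direction in LS neurons and in astrocytes. None of the 264 genes within 10 Mb of Foxn1 was among them (0%), where 0.189 would be expected, so a chromosome segment carried along with the Foxn1 mutation cannot be told apart from its absence at this count.

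The lowest share of proliferating OPCs was in BALB/c, the deepest library. At 1000 UMIs per nucleus, 0 OPCs of BALB/c had a UMI of Mki67 or Top2a, against 6, 2 and 3 in C57J 1, C57J 2 and nude, and from 0.161% to 0.645% of OLs had one as background, so the effect of depth cannot be told apart from fewer proliferating cells. With all UMIs, 7 of 501 OPCs of BALB/c had one, against 18 of 474, 4 of 463 and 4 of 499 in C57J 1, C57J 2 and nude.

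Ddr2 was lower in both nude and BALB/c than in both C57J libraries within 23 of the 32 LS subclusters, which argues against fewer nuclei of the Ddr2 and Met subclusters as the whole cause of its fall. A lower level of Ddr2 in most subclusters would lower any count of nuclei by Ddr2, and this may account for part of the difference between marker counts and clusters for LSN5, whose log2 ratio was -1.56 in nude and -0.96 in BALB/c by markers.

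Xist reached at most 0.602 CPM, in nude, and Ddx3y lay between 59.6 and 72.6 CPM in all 4 libraries, which argues against a mixed-sex library. Transcripts of T cells were rare: Cd3e had 0, 3, 1 and 0 UMIs and Trac 11, 8, 7 and 7 UMIs in C57J 1, C57J 2, nude and BALB/c. Ttr, a choroid plexus gene, had 115, 154, 574 and 404 UMIs, and the hemoglobin gene Hbb-bs 79, 3, 6 and 26. Striatal neurons made up 9.89% of the nuclei of C57J 1, against 4.27%, 2.68% and 3.34% in the other libraries. Of the OLs, 1 of 3 clusters held 23.4% and 30.4% in the C57J libraries, 16.2% in nude and 10.7% in BALB/c.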
